# KeyGenes, a Tool to Probe Tissue Differentiation Using a Human Fetal Transcriptional Atlas

**DOI:** 10.1016/j.stemcr.2015.05.002

**Published:** 2015-05-28

**Authors:** Matthias S. Roost, Liesbeth van Iperen, Yavuz Ariyurek, Henk P. Buermans, Wibowo Arindrarto, Harsha D. Devalla, Robert Passier, Christine L. Mummery, Françoise Carlotti, Eelco J.P. de Koning, Erik W. van Zwet, Jelle J. Goeman, Susana M. Chuva de Sousa Lopes

## Abstract

Differentiated derivatives of human pluripotent stem cells in culture are generally phenotypically immature compared to their adult counterparts. Their identity is often difficult to determine with certainty because little is known about their human fetal equivalents in vivo. Cellular identity and signaling pathways directing differentiation are usually determined by extrapolating information from either human adult tissue or model organisms, assuming conservation with humans. To resolve this, we generated a collection of human fetal transcriptional profiles at different developmental stages. Moreover, we developed an algorithm, KeyGenes, which uses this dataset to quantify the extent to which next-generation sequencing or microarray data resemble specific cell or tissue types in the human fetus. Using KeyGenes combined with the human fetal atlas, we identified multiple cell and tissue samples unambiguously on a limited set of features. We thus provide a flexible and expandable platform to monitor and evaluate the efficiency of differentiation in vitro.

## Highlights

• NGS-derived transcriptional profiles of human fetal tissues/organs are generated
• Algorithm called KeyGenes uses a training set to predict the identity of a test set
• KeyGenes using the fetal atlas identifies NGS- and microarray-derived data
• KeyGenes is a flexible and expandable platform to monitor stem cell differentiations

## Introduction

Detailed information on temporal and spatial patterns of gene expression during human development is essential to understand how cells establish and maintain their transcriptional identity and how they differentiate from common progenitors to form the different organs in the human body. Moreover, knowledge of the gene expression landscape in a physiological context is of paramount importance to identify aberrant patterns of transcription leading to pathological states (Ju et al., 2013; Lal et al., 1999). To date, there is little information on the transcriptional profiles of organs and tissues during human development, even though optimal use of differentiated derivatives of human pluripotent stem cells (hPSCs) in regenerative medicine and disease modeling would benefit from detailed understanding of what drives and maintains the differentiated state. This knowledge is not only helpful in developing efficient differentiation protocols for hPSCs and unequivocally identifying the resultant phenotypes (Gifford et al., 2013; Xie et al., 2013), but also in understanding why individual (genomic) variations among hPSCs may result in different outcomes (Bock et al., 2011) and whether the wide assumption that some disease states are associated with upregulation of fetal genes is actually based on fact (Fung et al., 2012; Hoshijima and Chien, 2002; Lin et al., 2014).

Recently, there has been great interest in computational approaches that help to quantify differences in physiological and pathological states in human adult organs and tissues (Hwang et al., 2011) and similarities between adult human organs/tissues and differentiated cells derived from either hPSCs or by direct lineage conversion, also known as transdifferentiation (Cahan et al., 2014; Morris et al., 2014). The drawback of these computational approaches so far is that they have been based on adult human organs/tissues, which limits their relevance in assigning developmental states to differentiated derivatives of hPSCs or transdifferentiated somatic cells, since they are often immature and resemble fetal cells more than those of mature adult tissues (Hrvatin et al., 2014; Patterson et al., 2012). Moreover, most current computational tools use and compare to microarray datasets only. Therefore, there is a growing need for a computational platform that can integrate next-generation sequencing (NGS) and microarray datasets and facilitate their interrogation.

Here we present an algorithm, KeyGenes, that we have used on NGS data extracted from tissues of 21 different human fetal organs, both embryonic and extraembryonic (plus the maternal endometrium), from the first and second trimesters of development to determine a panel of classifier genes that would be sufficient to confer identity to each fetal organ analyzed with high confidence. We showed that the developmental classifier genes selected were largely sufficient to predict the identity of their adult organ counterparts, even when using different types of platforms (NGS and microarray). Most importantly, as proof of concept, we challenged KeyGenes to identify a series of tissues using either recently published or our own NGS datasets. These included the following: (1) hPSCs differentiated to derivatives of the three germ lineages, namely, endoderm (pancreas), ectoderm (brain), and mesoderm (heart); (2) tissue organoids (intestine); and (3) human fetal and adult organs/tissues. In all cases, KeyGenes accurately predicted tissue origin and, furthermore, we could use KeyGenes to assign a developmentally equivalent stage. KeyGenes is an easy-to-use, flexible, and expandable tool that can be applied to identify stem cell derivatives, when common marker profiles have been insufficiently informative, and provide benchmarking for protocols designed to promote maturation of stem cell derivatives in culture. KeyGenes is available at http://www.keygenes.nl.

## Results

### KeyGenes Defines a Transcriptional Barcode to Predict Human Fetal Organ Identity

We wanted to identify a (sex-independent) transcriptional barcode that would characterize each organ primordium during human fetal development, as these are still relatively homogeneous and mainly formed by a limited number of poorly characterized lineage progenitor cells.

To do this, we first generated NGS data from 111 human organ/tissue samples from 17 individuals (n = 9 males and n = 8 females) representing 21 different fetal organs, 17 embryonic and 4 extraembryonic (plus the maternal endometrium), at 8.2–9.6, 16–18, and 21–22 weeks of gestation (W9, W16–18, and W22) (Table S1). Next, we developed an algorithm (KeyGenes) that uses a 10-fold crossvalidation on the basis of a least absolute shrinkage and selection operator (LASSO) regression available in the R package “glmnet” (Friedman et al., 2010; Figure 1A). KeyGenes uses two datasets (a training set and a test set) and one table with the 500 most variably expressed genes. Then, KeyGenes determines a set of classifier genes that is sufficient to identify the samples of the training set, and, finally, using the classifier genes, it predicts the identity of the samples of the test set. To validate KeyGenes, we divided our fetal dataset into a training set (n = 76) and a test set (n = 39) (Figures 1A and 1B), so that at least two samples of each organ, preferentially of both first and second trimesters, were represented. Based on the classifier genes (Table S2) and the identity of the samples in the training set, KeyGenes then predicted the identity of the samples in the test set (Figure 1C). KeyGenes was capable of predicting 38 of 39 samples of the test set correctly with a mean identity score of 0.92, of which 33 samples (87%) had an identity score >0.8 (Table S3). KeyGenes thus provided a highly accurate prediction of fetal tissue identity for the test fetal samples.

### The Transcriptional Barcode for Human Fetal Organs during Development

A common characteristic of the 90 fetal classifier genes identified (Table S2) is that these are expressed at high levels throughout development in the organ(s)/tissue(s) they characterize (in general >100 counts per million [CPM], but some >1,000 CPM), and they are either not expressed in most other tissues or highly expressed in several other tissues simultaneously, helping to define the barcode (Figure 2A). Interestingly, large differences in expression levels of some classifier genes were even sufficient to distinguish between first and second trimester organs. For example, *CYP17A1* in the adrenal is expressed >100 CPM during the first trimester, but >1,000 CPM in the second trimester (Figure 2A). Five classifier genes (*TNMD*, *RSPO2*, *LINC00514*, *NR5A1*, and *CRABP1*) identified two different fetal organs/tissues (Table S2). The selected classifiers for each organ/tissue varied from one gene (*NPPA-AS1* for heart atrium and *MYL3* for heart ventricle) to nine genes for the umbilical cord (Figure 2B).

In terms of gene ontology (GO), it is noteworthy that the fetal classifier genes identified were sufficiently related to be significantly enriched (false discovery rate [FDR] < 0.05) for categories associated with biological processes (“patterning,” “morphogenesis,” and “development”), cellular compartment (“extracellular”), and molecular function (“transcription” and “DNA binding”) (Figure 2C; Table S2). Furthermore, a substantial proportion of the fetal classifier genes are transcription factors (n = 24) (Figure 2D), many being tissue specific and considered master regulator genes in mice (Table S2). However, it was striking that about half of the total fetal classifier genes were in fact not directly related to transcription, but were instead associated with extracellular matrix (ECM), cell adhesion, and surface tension or were components of the cytoskeleton and cellular transport machinery (Figure 2D; Table S2). This underscored the importance of cellular shape, structure, and the niche in determining tissue identity and function. Interestingly, a few classifier genes are long non-coding RNAs (lncRNAs) or anti-sense RNAs (asRNAs) (n = 4), including the unique classifier gene for heart atrium (*NPPA-AS1*). Our data are in agreement with the growing evidence placing lncRNAs as an emerging class of important cellular regulators in development (Washietl et al., 2014).

Hierarchical clustering (Pearson correlation) of the expression values per organ and trimester (1T + 2T), as well as per organ independent of the trimester (All), resulted in a higher mean correlation coefficient using the 90 classifier genes than the mean correlation coefficient that was derived using the 500 most variably expressed genes of the entire fetal dataset (Top 500 fetal) (Figure 2E). Accordingly, the clustering of the fetal samples using the 90 classifier genes was sufficient to group them in a germ layer-, tissue-, and age-specific manner (Figures S1A and S1B). Taken together, our results suggested that the classifier genes, identified as the minimal set of genes or barcode necessary to predict the identity of 21 different fetal human organs and the maternal endometrium, represent physiologically relevant genes, many of which are associated with human pathological conditions affecting the organ/tissue they characterize (Table S2).

### Using the Fetal Data, KeyGenes Predicts Human Adult Tissue Identity from NGS Data

We next investigated whether the fetal transcriptional barcode could be used to predict the identity of adult human tissues. To this end, we applied KeyGenes to two different NGS datasets of human adult organs as test sets, using our complete human fetal dataset (111 samples representing 21 fetal tissues and the maternal endometrium) as the training set (Figure 3A) and the top 500 most variable fetal genes determined previously (Table S3).

KeyGenes was first applied to an NGS dataset consisting of 61 samples representing adult counterparts of 17 organs present in our fetal training set (Fagerberg et al., 2014). Surprisingly, 56 samples (92% of all adult samples) were predicted correctly with a high mean identity score of 0.90 (Figure 3B; Table S3). This suggested that the degree of inter-individual variation between biopsies of the same organ is remarkably low. More importantly, adult tissue biopsies of 17 different organs retained significant similarities to fetal organs with respect to the basic transcriptional wiring, independently of cellular heterogeneity in the adult organ (Figure 3B). Even though five samples (two of skin, one of term placenta, two of cervix) were not predicted correctly, their correctly predicted biological replicates showed high identity scores (one skin, three term placenta, one cervix), and the second best score of those misclassified samples pointed to the correct organ/tissue (Figure 3B; Table S3). Further illustrating the predictive power of KeyGenes, three of the four heart samples were classified as “heart ventricles” (mean identity score = 0.93) and were probably ventricular biopsies, whereas one heart sample was assigned a score of 0.39 for “heart atrium” and 0.4 for “heart ventricle,” suggesting that this sample may have contained both ventricular and atrial heart tissue (Figure 3B; Table S3).

Additionally, we used a second resource of NGS data from biopsies of ten human adult organs (Human Body Map 2.0, Illumina), which were represented in our fetal training set. From this, KeyGenes predicted nine of ten samples (90%) correctly with a mean identity score of 0.90 (Figure 3C; Table S3). The one misclassified sample was the adrenal gland, which was classified as “spleen” (0.72). However, the previous adult dataset contained three biological replicates of adrenal samples, all correctly classified with a mean identity score of 0.99 (Figure 3B; Table S3), suggesting that the adrenal gland sample present in the Human Body Map 2.0 by Illumina may in fact not be adrenal.

We have shown that KeyGenes together with the provided fetal dataset is a platform capable of predicting the identity of adult counterparts of fetal tissues with high confidence. Moreover, our results suggest that the minimal transcriptional organ barcode identified during human fetal development is in fact maintained into adulthood, regardless of the increasing cellular complexity of each organ. In addition, we have presented the differentially expressed genes among the first trimester, second trimester, and adult for each organ analyzed, showing the transcriptional trajectory of maturation for the tissue/organs analyzed (Figure S2; Table S4).

### Using the Fetal Data, KeyGenes Predicts Human Adult Tissue Identity from Microarray Data

Although the use of NGS is of increasing importance, DNA microarray technology is still widely used as it provides fast and relatively inexpensive gene expression data. Because of the fundamentally different nature of data from NGS and the relative (fluorescence) intensity from microarray, we adapted our algorithm to process microarray data (Figure 3A). To do this, KeyGenes used the fetal dataset as training set and the 500 most variably expressed fetal genes determined before (Top 500 fetal) (Table S3), and it contained a scaling step using a broad panel of housekeeping genes (Eisenberg and Levanon, 2013).

We applied KeyGenes to 53 samples, mostly human adult organs, tissues, and cell subpopulations, available online from the Gene Expression Barcode 3.0 (Affymetrix; McCall et al., 2014), which were represented in our fetal training set. KeyGenes was able to predict 45 of 53 samples (85%) correctly with a high mean identity score of 0.86 (Figure 3D; Table S3), suggesting a successful adaptation of the algorithm.

Two of the mismatched organs were the adult ovary and testis, but both tissues were predicted with high confidence as “gonad” before using both NGS datasets (Figures 3B and 3C), suggesting that the probes of important classifier genes for “gonad” may not be well represented on the microarray. Consequently, the sample “sperm” also was not well predicted. It would be interesting to see whether NGS data from this very specialized population of cells would still be identified as “gonad.” Another misclassified organ was the pancreas, which was predicted as “intestine,” but was predicted correctly using NGS data (Figure 3B), suggesting that the probes for pancreatic classifier genes were probably not well represented on the microarray. The sample “heart ventricle” had a very similar mixed “atrium and ventricle” prediction to one of the NGS heart biopsies (Figure 3B). Finally, the two tongue muscles included in the microarray datasets were identified as “skin” instead of “tongue” or “muscle”; and the only spinal cord sample was identified as “brain” instead of “spinal cord.” As we were unable to find available NGS from both adult tongue and spinal cord, we could not conclude whether the mismatch was due to a lack of representation of classifier genes on the microarray or a genuine mismatch between the expression profile between the fetal and adult organ.

It is noteworthy that microarray data from specific subpopulations of cells or tissues of the adult organs also were assigned correctly to the tissue of origin. The 15 samples from different anatomical regions related to “brain” were all classified correctly, and sub-regions of the intestine (four sub-regions), kidney (four sub-regions), and stomach (four sub-regions) also were all assigned to the correct main organ (Figure 3D). Moreover, the sample adult lung and fetal lung were predicted as “lung” with an identity score of 0.91 and 0.98, respectively, whereas the bronchus and the bronchial epithelial cells had a “lung” prediction but a lower identity score (0.77 and 0.65, respectively), suggesting a better match with the full tissue than with sub-populations (Figure 3D; Table S3).

Furthermore, we analyzed predictions in a second microarray dataset from a different platform (Illumina; Nazor et al., 2012). KeyGenes was capable of predicting 18 of 21 relevant samples (86%) correctly, with a relatively high mean identity score of 0.6 (Figure S3; Table S3). The mean identity score of the correctly predicted fetal tissues (n = 12) was 0.67, whereas it was 0.52 for the adult tissues (n = 7) (Figure S3; Table S3).

In summary, our algorithm is not only robust enough for NGS or microarray data, but it is also capable of assigning correct organ predictions to datasets from specific parts of adult human organs, suggesting that each organ’s transcriptional basic wiring or barcode identified by KeyGenes from the fetal set remains stable until adulthood, at least with respect to the 18 main adult organs analyzed. The intersection of the fetal classifier genes obtained for each of the four predictions (“fetal from fetal” and “adult from fetal”) resulted in 71 common genes, suggesting that these may be the most relevant genes (represented as well on the microarray platform) to characterize the basic wiring of both human fetal and adult organs (Figure 3E; Table S2).

### Monitoring Differentiation Efficiency from hPSCs with KeyGenes

One challenging issue in stem cell research is still how to reliably determine the identity and extent of differentiation of stem cells toward a specific cell or tissue type. To determine whether KeyGenes was suitable for this purpose, we used it on multiple NGS datasets that represented hPSCs differentiated to four different tissue/cell types. We adapted both the fetal training set and calculated the top 500 most variably expressed genes, excluding the extraembryonic fetal tissues and the maternal endometrium (Figure 4A; Table S3).

First, we generated atrial-like and ventricular-like cardiomyocytes (Figure S4A) from an NKX2.5:GFP human embryonic stem cell (hESC) reporter line (Elliott et al., 2011) and assessed their signature with KeyGenes. 

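The NKX2.5:GFP line is an established hESC line in which GFP is expressed from the NKX2-5 locus, so that fluorescence marks cells that have entered the cardiac lineage. RNA from 4 sorted populations was sequenced, with 1 library per condition: RA-treated and control (CTR) cultures, each sorted into GFP-positive and GFP-negative cells. According to the sample labels, RA was given at 1 µM from day 4 to day 7 of differentiation and the control received DMSO, the solvent. The supplemental procedures place the sort after 30 days, whereas the deposited description of the series places it at day 31. The same procedures name only GFP-positive cells as sorted for library preparation, whereas the section on the libraries and Figure 4 include the GFP-negative cells. The authors prepared strand-specific libraries, sequenced them as paired ends of 75 bp, trimmed them by base quality, aligned them to a custom hg19 genome and kept reads with a single best position. They counted reads per Ensembl gene without using strand and deposited the counts without normalization. The counts summed to 28125727 reads in RA-treated GFP-positive cells, 26222787 in RA-treated GFP-negative cells, 28643091 in CTR GFP-positive cells and 4371101 in CTR GFP-negative cells. The last library was therefore the shallowest, and the others were between 6.00 and 6.55 times as deep. A count of 3 reads, the most that a gene with no reads is taken to hide here, corresponded to 0.639 CPM in the CTR GFP-negative library and to between 0.105 and 0.117 CPM in the other libraries. From the counts, CPM were computed with TMM factors from these 4 libraries alone, TMM being the normalization of the paper's methods, and differences were taken on the scale of Figure 4B, log2(CPM + 1). This scale understates the change of genes with low CPM. The CPM of a library is given with its exact Poisson 95% interval and the ratio of a pair of libraries with its Clopper-Pearson 95% interval, and both cover counting error only. With 1 library per condition, no difference between RA and control has a replicate check, and no test between conditions was made. RA-treated and control cells also grew in separate cultures, so that a difference between cultures is contained in each RA difference. As a check of the sort, NKX2-5 (ENSG00000183072; chromosome 5 of GRCh37, 172659112 to 172662314, protein coding) was 40.9-fold higher in GFP-positive than in GFP-negative cells of the control (interval 32.3 to 52.8) and 47.5-fold higher with RA (41.9 to 54.0).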

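COUP-TFII is encoded by NR2F2 (ENSG00000185551), a protein-coding gene on chromosome 15 of GRCh37 from 96869167 to 96883492. In GFP-positive cells it had 14281 reads with RA and 773 in the control, or 534 CPM (interval 525 to 543) and 27.0 CPM (25.1 to 28.9). The ratio of 19.8 (18.4 to 21.3) corresponded to a difference of 4.26 in log2(CPM + 1). This was the fifth largest rise among genes with a name and at least 10 CPM in either library. The difference moved most, to 4.08, with a pseudocount of 5 CPM. MYL3 (ENSG00000160808), a protein-coding gene on chromosome 3 from 46876601 to 46923668, had 3826 reads with RA and 5743 in the control. Its CPM were 143 (139 to 148) and 200.4 (195 to 206), a ratio of 0.714 (0.685 to 0.744) and a log2 difference of -0.48, which became -0.56 when CPM were scaled by library size alone. Of 12 further atrial genes listed before the data were examined, 11 were matched to the counts and GJA5 was not analysed here. Among these 11, 9 were higher and 2 lower with RA under TMM and under each of the 8 alternative scalings, pseudocounts and depths. Their median log2 difference of 0.76 lay above the medians of all 10000 random lists of the same size matched on mean expression, and it moved most, to 1.48, without a pseudocount. NPPA, with 3493 and 1083 reads, and SLN, with 482 and 26 reads, were among the genes that rose, whereas MYL4 and HAMP fell by 0.11 and 0.27. Of 10 further ventricular genes, 7 were lower and 3 higher, again under every one of these alternatives, with a median of -0.91, below the medians of all 10000 random lists. IRX4 fell by 2.62, HEY2 by 2.87 and MYH7 by 1.67 on the log2 scale, and the genes that rose were HOPX, GJA1 and KCNJ2. KCNJ2 had 30 reads with RA and 0 in the control, at least 10.7-fold higher against a floor of 3 reads. With KCNJ2 set at this bound and no pseudocount, the ventricular median was -0.95. The 16 genes of the contractile apparatus and other cardiomyocyte functions had a median difference of -0.18, at percentile 0.85 of the random lists. SLN, HOPX, GJA1 and KCNJ2 were higher in GFP-negative than in GFP-positive cells in both treatments. With RA, SLN was at 53.4 against 18.0 CPM and GJA1 at 335 against 48.4 CPM. Of the 11 atrial and 10 ventricular genes, 9 and 5 were higher in GFP-positive cells with RA, and 7 and 7 in the control. From the opposite changes of atrial and ventricular markers, set beside the fetal chambers in Figure 4B, the paper reasons to the chamber identity of the GFP-positive cells.

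**Figure D1:**
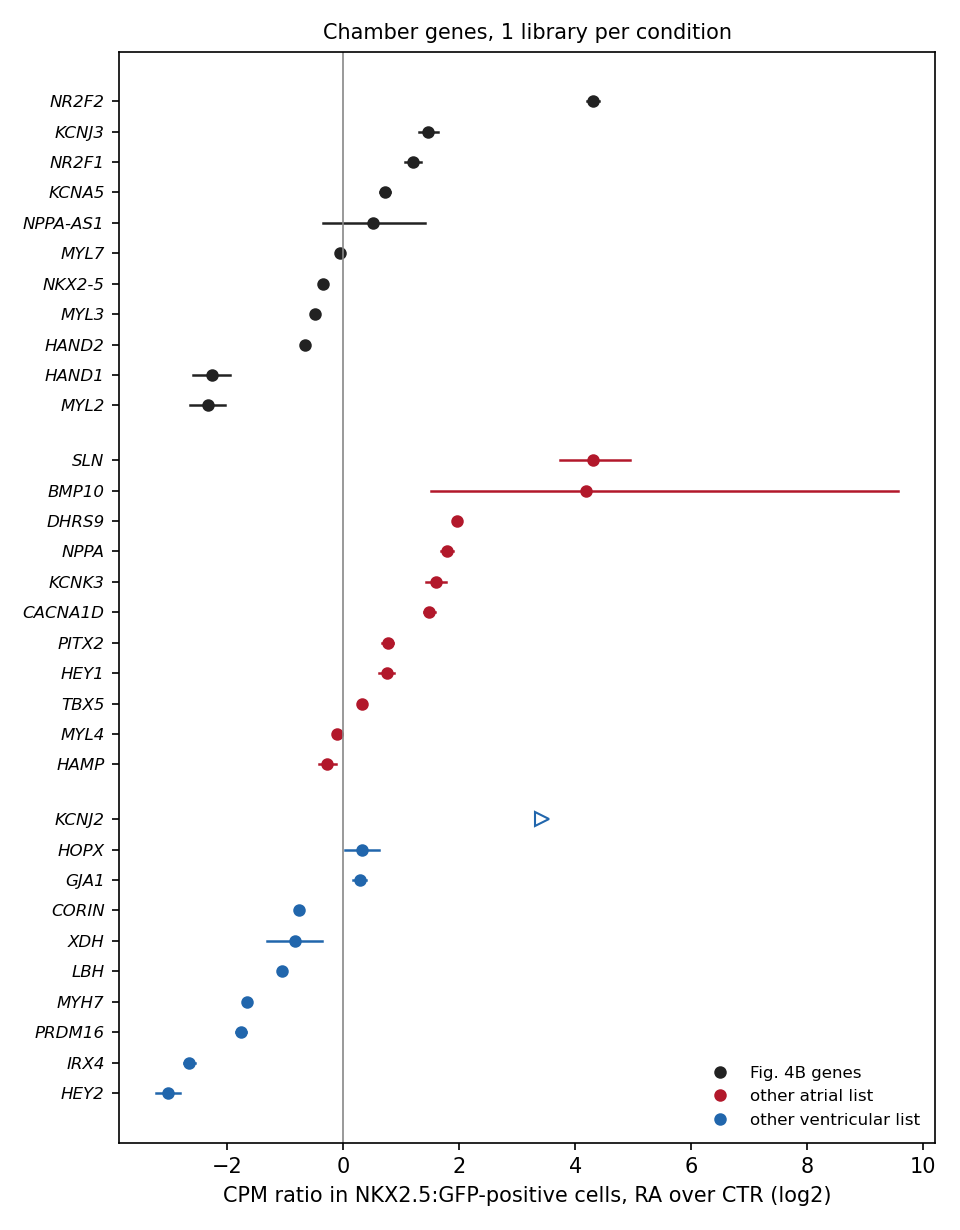
Ratio of CPM in RA-treated over control GFP-positive cells, on a log2 axis, for the genes of Figure 4B and the further atrial and ventricular lists. Points are ratios of 1 library to 1 library, bars are Clopper-Pearson 95% intervals for counting error, and the open triangle of KCNJ2 is the lower bound of 10.7-fold. NR2F2 lies at a ratio of 19.8 and MYL3 at 0.714, and the interval of NPPA-AS1 includes equal CPM.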

Cardiac differentiation of hESCs resulted predominantly in GFP-positive cells with ventricular-like identity, while exogenous treatment with retinoic acid (RA) during differentiation resulted in GFP-positive cells with an atrial-like identity, as shown by the upregulation of atrial markers (*COUP-TFII*) and downregulation of ventricular markers (*MYL3*) much like the atria and ventricles of the fetal heart (Figure 4B; Devalla et al., 2015). Furthermore, atrial identity of RA-treated cardiomyocytes also was demonstrated at the protein level by co-expression of the atrial marker COUP-TFII and GFP (Figure 4C). 

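KeyGenes gives each sample an identity score per organ from the expression of classifier genes selected on the fetal training set. The fetal libraries were not used here and KeyGenes was not refitted, so only the expression that the 4 sorted samples brought to it was examined. Table S2 assigns 1 classifier gene to the heart atrium, NPPA-AS1, and 1 to the heart ventricle, MYL3. Figure 4D rests on a training set without extraembryonic and maternal samples, whose own classifier genes were not analysed here. Apart from the heart, the largest scores that Table S3 reports for GFP-positive cells are the paper's 0.0868 for eye in the control and 0.126 for stomach, 0.0903 for intestine and 0.0804 for brain with RA. The paper's scores for stomach and intestine in the control were 0.0233 and 0.00623. In the counts of GFP-positive cells, the classifier genes of stomach and intestine were low. With RA, MEP1A had 20 reads, GIF 21, MUC6 10, MUC5AC 7, BARX1 6 and MUC13 2, each under 1 CPM. In the control, MEP1A had 1 read, GIF 4, BARX1 3 and MUC6 13, and MUC13 and MUC5AC had none. CLDN18 and MAB21L2 had more reads, at 1.35 CPM and 3.48 CPM with RA and 2.34 CPM and 15.1 CPM in the control, and thus went down. For the eye, DCT was at 1.31 CPM with RA and 5.48 CPM in the control, a ratio of 0.239 (interval 0.161 to 0.346), and MAB21L1 was at 0.785 CPM and 2.09 CPM, whereas RSPO2 was higher with RA, at 2.36 CPM against 1.36 CPM. FOXF2 went from 1 read to 15 reads with RA (ratio 16.1, interval 2.47 to 677), and SHOX had 1 read with RA and 0 in the control. For the brain, C1orf61 was at 0.411 CPM with RA and 2.55 CPM in the control, EMX2 had 0 reads with RA and 17 in the control, NCAN 2 and 4, and MYT1L 10 and 6 (ratio 1.79, interval 0.588 to 5.98), and HOXC6 had no reads in either library.

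**Figure D2:**
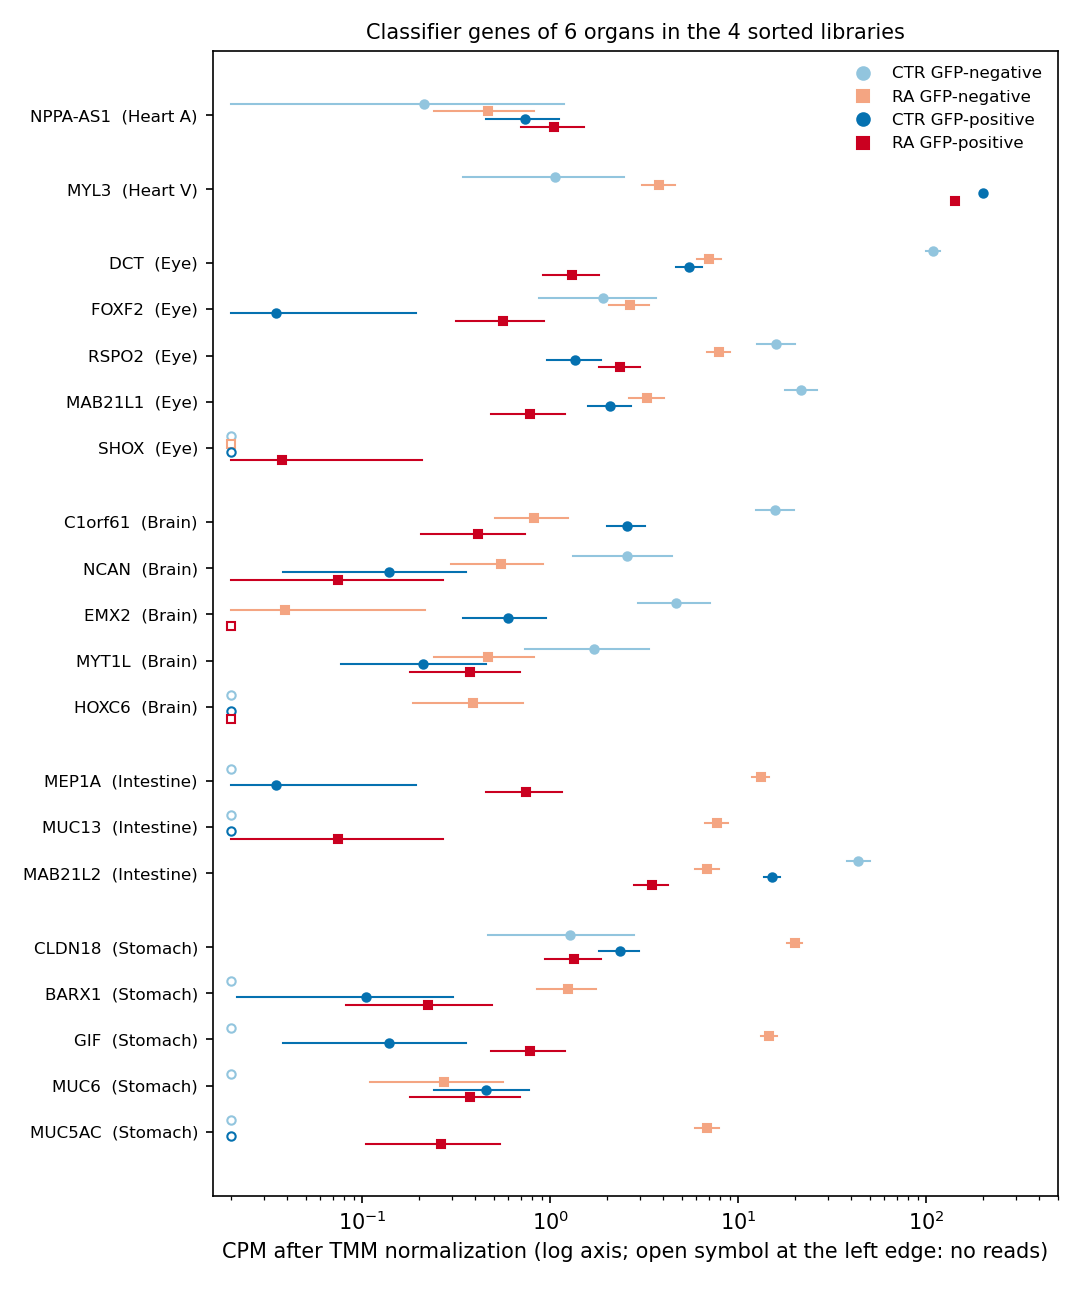
CPM of the classifier genes that Table S2 lists for heart atrium (Heart A), heart ventricle (Heart V), eye, brain, intestine and stomach, on a log axis. Each symbol is 1 library, bars are exact Poisson 95% intervals that end at the left edge where they reach lower, and open symbols at that edge are genes with no reads. In GFP-positive cells MYL3 lies above 100 CPM and the other genes lie below 20 CPM.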

Using KeyGenes, the control NKX2.5:GFP-positive hESC cardiomyocytes showed a high identity score with heart ventricle (Figure 4D), while, in the RA-treated group, NKX2.5:GFP-positive hESC cardiomyocytes increased their identity score for “heart atrium” (from 0.06 to 0.15), although these cells were still predicted to be “heart ventricle” but with a lower identity score (reduced from 0.75 to 0.40) (Table S3). Interestingly, in the fetal barcode matrix, RA-treated NKX2.5:GFP-positive hESC cardiomyocytes showed similar *MYL3* expression levels as atrial cardiomyocytes, but lacked expression of *NPPA-AS1* (Figures 4B and S5).

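NPPA-AS1 (ENSG00000242349), which Table S2 places on chromosome 1, had 28 reads in RA-treated GFP-positive cells, or 1.05 CPM (interval 0.696 to 1.51). In control GFP-positive cells it had 21 reads, or 0.733 CPM (0.454 to 1.12). Both counts lay above the paper's detection limit of 4 reads. The ratio of 1.43 had an interval of 0.783 to 2.65, so that a difference between RA and control was not detectable at this depth. With every library thinned to the depth of the smallest, the log2 difference changed from 0.24 to -0.53. In GFP-negative cells NPPA-AS1 had 12 reads with RA and 1 read in the control. Because it is antisense to NPPA and strand was not used in the counting, reads on shared exon bases are not assigned to it, and its level is uncertain. NPPA itself was at 131 CPM with RA and 37.8 CPM in the control, a ratio of 3.46 (3.23 to 3.70). On the scale of Figure 4B, MYL3 was at 7.17 in RA-treated and 7.65 in control GFP-positive cells. The fetal atrium and ventricle libraries were not analysed here.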

Next, we used a dataset from LGR5:GFP reporter hESCs that were first induced to form teratomas in mice (Forster et al., 2014; Figure S4B); from the teratomas, “adult intestinal stem cell”-like cells were sorted via fluorescence-activated cell sorting (FACS) on the basis of GFP fluorescence intensity, and then induced to form organoids resembling intestinal tissue before being differentiated further. We analyzed the NGS data from different time points during the differentiation. Using our fetal dataset as training set, nine of ten organoids (organoids and differentiated organoids) were classified as “intestine” with a mean identity score 0.85 (Figure 4E; Table S3). We also included the NGS data of undifferentiated hESCs in the analysis and, interestingly, the highest identity score was for “brain,” suggesting that this ectodermal tissue during fetal development remains relatively immature. Furthermore, KeyGenes detected a large difference between different organoids, but not a large difference in maturation levels between the organoids and their differentiated counterparts, underscoring the ability of KeyGenes to monitor differentiation and indicate developmental stage equivalents.

### Assigning Developmental Stages to Differentiated hPSC Derivatives with KeyGenes

To examine the broader applicability of KeyGenes in assigning developmental stages to differentiated hPSC derivatives, we analyzed NGS data from dopaminergic neurons derived by the differentiation of human induced pluripotent stem cells (hiPSCs) from old (82 years) and young (11 years) donors (Miller et al., 2013). These dopaminergic neurons were then either transfected with GFP-progerin, a protein involved in premature aging, or nuclear GFP as control (Figure S4C). These aged neurons are regarded as being possibly useful as a platform to investigate late-onset diseases such as Parkinson’s disease. All seven samples analyzed were classified as “brain” with a mean score of 0.47 (Figure 5A; Table S3). KeyGenes confirmed that the aging of the neurons by progerin had a clear impact on differentiation, always assigning a higher identity score for “brain” to progerin-transfected neurons (mean score of 0.57) than to controls (mean score of 0.35) (Figure 5A; Table S3). When the fetal training set was divided into first and second trimesters (Figure 5B) with the corresponding top 500 most variably expressed genes, we observed that the samples had higher identity scores with first trimester “brain” tissue than with second trimester “brain” tissue. Moreover, using adult samples in the training set resulted in lower identity scores (Figure 5C) than when either the fetal training set or the first and second trimester samples were used separately. This suggested that, even though the progerin-samples were predicted as being “brain,” the identity score compared with adult brain was even lower. Using each training set, we noted that there were evident differences in identity scores between cells that had undergone different numbers of passage in culture (Figures 5A–5C). This showed how KeyGenes can be used to monitor differentiation conditions as well as to compare replicates to improve protocol outcomes.

Finally, we applied KeyGenes to NGS data from pancreatic endocrine progenitor cells differentiated from NGN3:eGFP hESCs (Liu et al., 2014; Figure S4D). *NGN3* is an essential transcription factor during pancreas development, specifying the fate of its endocrine cells (Rukstalis and Habener, 2009). A multi-step differentiation protocol was used to differentiate NGN3:GFP hESCs toward pancreatic β cell lineage; cells were then sorted via FACS for GFP and analyzed at the endocrine progenitor stage (Figure S4D). The NGN3:GFP-negative differentiated population was classified as “pancreas” using the fetal training set, confirming the presence of pancreatic exocrine (progenitor) cells (Figure 5D; Table S3). Interestingly, the NGN3:GFP-positive differentiated population, presumably containing the endocrine progenitors, was misclassified as “heart atrium” (Figure 5D; Table S3). However, large proportions of the pancreas are in fact exocrine cells and the endocrine cells contribute only 1%–2% to the pancreatic cell mass (Chu et al., 2001; Rahier et al., 1981). This also explains why the classifier genes for the (fetal) pancreas are mainly genes involved in exocrine function of the pancreas (Figure 2A; Table S2).

Therefore, to have meaningful predictions with respect to the endocrine lineage (NGN3:GFP-positive differentiated population), the fetal training data used by KeyGenes were enriched by an available NGS dataset consisting of five human adult pancreatic islets (Cnop et al., 2014). Using the 500 most variably expressed genes across our fetal training set, excluding the extraembryonic fetal tissues and the maternal endometrium (Table S3), the misclassification of the NGN3:GFP-positive cell population disappeared and was predicted as “islet” with a score of 0.41 (Figure 5D; Table S3). Additionally, by separating first- and second-trimester pancreas (1T and 2T) in the training set, the identity score for the NGN3:GFP-positive cell population increased for “islet” to 0.49 (Figure 5D; Table S3). This highlights the importance of being able to implement the appropriate training set, depending on the purpose of each differentiation experiment, to be able to assign meaningful identity scores and determine the equivalent developmental stage (either by using a different training set for each stage or by separating the developmental stages of the tissue/cells of interest in the same training set) to improve the outcomes of the differentiation protocols.

## Discussion

We have shown here through detailed genomic analysis that human organs and tissues retain a transcriptional signature from W9 until adulthood even though each organ is composed of multiple progenitor cell types that mature over time. It was remarkable that the transcriptional expression profile of a set of less than 100 genes was sufficient to identify 21 different human fetal organs/tissues (plus maternal endometrium) and 18 adult human organs. These classifier genes that we identified not only included genes involved in transcription regulation but also genes that define cellular shape and metabolism. Moreover, some of the classifier genes were lncRNAs and asRNAs, highlighting the regulatory importance of this class of genes (Washietl et al., 2014). This was notably illustrated by *NPPA-AS1*, which is thought to regulate *NPPA* expression, a gene that encodes atrial natriuretic factor and is involved in heart development and chamber specification (Annilo et al., 2009; Houweling et al., 2005). This identification also underscores one of the advantages of KeyGenes, developed to compare data to an NGS (fetal) training set, in contrast to existing algorithms (Cahan et al., 2014; Hwang et al., 2011; Morris et al., 2014) that compare data to networks deduced from microarray datasets, which contain a fixed set of probes with low representation of non-coding RNAs such as lncRNAs and asRNAs. In our case, three of the four lncRNAs identified as fetal classifier genes (RP13-49I15.5, NPPA-AS1, and LINC00514) were not present in the microarray adult dataset, but were present in the NGS adult dataset and identified there as well as classifier genes for predictions.

The transcriptional human fetal atlas dataset presented here, even though limited in number of samples and organs analyzed, is an unique resource that will provide a deeper understanding of the signaling cascades and molecular dynamics during human development that lead into the maturation of progenitor cells within each human organ. The human fetal NGS dataset was paramount to the development and validation of our prediction algorithm KeyGenes, and has proven sufficient as training set to identify both human adult organs (using NGS and microarray data) as well as several differentiated derivatives of hPSCs. All hPSC derivatives expressed genes identified as fetal classifier genes (and many helper classifier genes) of the specific tissue to which they were claimed to have differentiated (Figure S5). 

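Of the 90 fetal classifier genes of Table S2, 89 had counts in the 4 sorted NKX2.5:GFP samples and MUC16 was not analysed here. With at least 4 reads as the limit, 58 of the 89 were detected in RA-treated GFP-positive cells, 52 in control GFP-positive cells, 73 in RA-treated GFP-negative cells and 43 in control GFP-negative cells. Altogether 80 genes were detected in at least 1 library, 33 in all 4 and 9 in none. These counts depended on depth. With every library thinned to 4371101 reads, the GFP-positive libraries had 33 detected genes with RA and 32 in the control. At a level of at least 10 CPM the numbers were 9 and 7 genes in GFP-positive cells and 19 and 16 genes in GFP-negative cells, in the order RA and control. Both heart classifier genes were detected in both GFP-positive libraries. Classifier genes of other organs were detected in RA-treated GFP-positive cells as well, among them 5 of 5 for stomach, 4 of 4 for chorion and 4 of 5 for eye, and those of kidney were not (0 of 3).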

Comparing differentiated derivatives of hPSCs to human adult gene expression data is important, but can be misleading, as it compares immature cells with far later stages of development when entirely different physiological parameters have affected cell behavior. Our fetal dataset, used alone or in combination with, for example, adult data as a training set, provided an efficient way to assess progression of hPSC differentiation.

One important feature of the algorithm is that the ever-growing number of NGS datasets available online, for example, of different organs, (FACS) cell types, or simply more biological replicates, can be incorporated easily in the training set as we have demonstrated. The predictive possibilities therefore can be extended not only to organs but, as exemplified here, also to tissues (intestinal organoids) and specific cell types (cardiomyocytes, dopaminergic neurons, and pancreatic endocrine cells). These will become even more refined as more datasets become available and incorporated.

We have described and validated a valuable resource to the community that will help to determine genes important for identifying cell types and their stages of development, so that protocols for enhancing lineage differentiation efficiency or cell maturation will have accurate benchmarks to monitor the process. In addition, by incorporating similar data from human fetuses with congenital defects or derivatives of diseased patient-derived hiPSCs, it may be easier to identify the underlying molecular mechanism for the pathology.

## Experimental Procedures

### Fetal Tissue Procurement

This study was approved by the Medical Ethical Committee of the Leiden Medical University Center (P08.087). Informed consent was obtained and the study was conducted in accordance with the Declaration of Helsinki by the World Medical Association. Human fetal organ and tissue samples (n = 111), from 17 individuals representing 21 organs, and maternal endometrium, between gestational W8.2 and W22 (Table S1), were obtained from elective abortion material (vacuum aspiration) without medical indication. After washing with 0.9% NaCl (Fresenius Kabi), the organs and tissues were snap-frozen in buffer RLT (QIAGEN) and stored at −80°C until further use. The organs and tissues were sex genotyped using primers for AMELOGENIN (Nakahori et al., 1991), as described previously (Heeren et al., 2015).

### External Data

Gene expression data were obtained either from the Gene Expression Omnibus (GEO) database (GEO: GSE54879 [Liu et al., 2014], GSE52431 [Miller et al., 2013], GSE56930 [Forster et al., 2014], and GSE53949 [Cnop et al., 2014]) or from the EMBL-EBI database (EMBL-EBI: E-MTAB-513 [Illumina Body Map] and E-MTAB-1733 [Fagerberg et al., 2014]). The microarray data were downloaded from the Gene Expression Barcode 3.0 (http://barcode.luhs.org; McCall et al., 2014) or from the GEO database (GEO: GSE30652; Nazor et al., 2012).

### Bioinformatics

#### KeyGenes Algorithm

The algorithm uses a 10-fold crossvalidation on the basis of a LASSO regression available in the R package “glmnet” (Friedman et al., 2010). To use KeyGenes, to access the R scripts used here, and to access extra information on the human fetal data or the training sets used here, please go to http://www.keygenes.nl. We used three R scripts as follows: (1) script 1 was used to determine the 500 most variably expressed genes across an NGS dataset (top 500), which was saved as a .txt file and then used in either script 2 or 3; (2) script 2 uses an NGS training set to predict an NGS test set, and it uses the file with the 500 most variably expressed genes generated with script 1; and (3) script 3 uses an NGS training set to predict a microarray test set, and it uses the file with the 500 most variably expressed genes generated with script 1. Script 3 is identical to script 2 but it includes a scaling step to a broad panel of 3,787 housekeeper genes (Eisenberg and Levanon, 2013). For this, the algorithm looks for the housekeeper genes that are present in the training set and the test set and chooses those that are expressed in at least one tissue.

#### Gene Expression Levels

As detection limit, a cutoff value of four reads was used. To evaluate the CPM expression levels, our fetal data and the tested differentiation experiments were analyzed with the R package edgeR 3.2.4, using the weighted trimmed mean of M values (TMM) method to normalize (Robinson et al., 2010; Robinson and Smyth, 2008).

#### Hierarchical Clustering

Hierarchical clustering using complete linkage was based on the Pearson correlation of the gene expression levels (CPM) calculated using the base R package stats.

#### GO Analyses

The enrichment of GO terms for the 90 classifier genes was tested with DAVID (Huang da et al., 2009). An FDR cutoff of 0.05 was used.

#### Venn Diagrams for Gene Expression

The datasets containing the first trimester fetal samples (1T), the second trimester fetal samples (2T), and the adult samples (Fagerberg et al., 2014; Illumina Bodymap) were compared per organ. The genes with gene expression levels higher than 10× the mean expression of the corresponding dataset (1T, 2T, adult) were assigned either unique or common appearance across the datasets per organ and visualized in a Venn diagram (Bardou et al., 2014).

#### Visualization

The data were primarily visualized using the R package’s gplots and ggplot2 (Warnes et al., 2014; Wickham, 2009).

## Author Contributions

M.S.R., C.L.M., R.P., F.C., E.J.P.d.K., and S.M.C.d.S.L. conceived the study. M.S.R., L.v.I., Y.A., H.P.B., W.A., J.J.G., H.D.D., E.W.v.Z., and S.M.C.d.S.L conducted experiments and/or performed bioinformatic analysis. All authors were involved in analysis of the data. All authors read and approved the final manuscript.

## Figures and Tables

**Figure 1:**
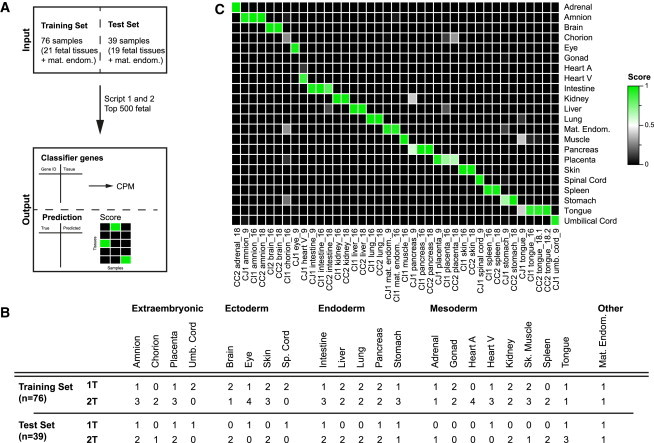
Validation of KeyGenes Using a Human Fetal Transcriptome Dataset (A) The fetal dataset was divided into a training set and a test set. KeyGenes used the 500 most variably expressed genes across the entire fetal dataset (top 500 fetal) to determine a panel of classifier genes. KeyGenes then used the classifier genes to predict the identity (and provide the identity score) of the samples in the test set. (B) Characteristics of the human fetal samples in the training set and test set are shown. (C) Identity scores for the samples in the fetal test set. The rows represent the 22 organs/tissues from the fetal training set and the columns depict the samples in the test set. The identity scores range from zero (black) to one (green). The values of all identity scores are given in Table S3. 1T, first trimester; 2T, second trimester; heart A, heart atrium; heart V, heart ventricle; mat. endom., maternal endometrium; sk. muscle, skeletal muscle; sp. cord, spinal cord; umb. cord, umbilical cord.

**Figure 2:**
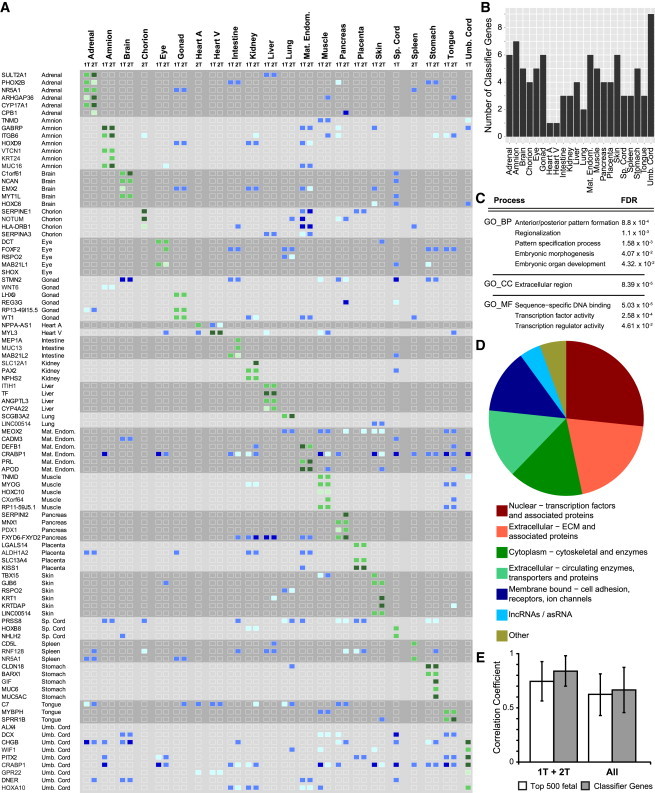
KeyGenes Provides a Transcriptional Barcode for First and Second Trimesters of Human Fetal Development (A) Heatmap of the expression levels of the fetal transcriptional barcode (90 classifier genes) and the organs they represent during the first (1T) and second (2T) trimesters. The expression levels (in CPM) of the classifier genes in the corresponding organ/tissue are depicted in green (50–100 CPM, light green; 100–1,000 CPM, green; >1,000 CPM, dark green), whereas the expression levels in other than the classifying tissues are displayed in blue (50–100 CPM, light blue; 100–1,000 CPM, blue; >1,000 CPM, dark blue). All organs/tissues per trimester show a unique expression pattern of the classifier genes. (B) Numbers of fetal classifier genes per organ/tissue used by KeyGenes to predict identity of the samples in the fetal test set are shown. (C) Enrichment of GO terms for biological processes (BP), cellular compartment (CC), and molecular function (MF) with an FDR < 0.05 of the 90 fetal classifier genes. All GO terms are provided in Table S2. (D) Categorization of the 90 fetal classifier genes by CC and MF is given. (E) Mean Pearson correlation coefficient (±SD) between samples of the same organ based on the expression levels of the 500 most variably expressed genes (top 500 fetal) or the 90 fetal classifier genes. The mean correlation coefficient was higher using the 90 fetal classifier genes, both when the trimester was taken into account (1T + 2T) and when samples were considered regardless of the trimester (all). Abbreviations are as given in Figure 1.

**Figure 3:**
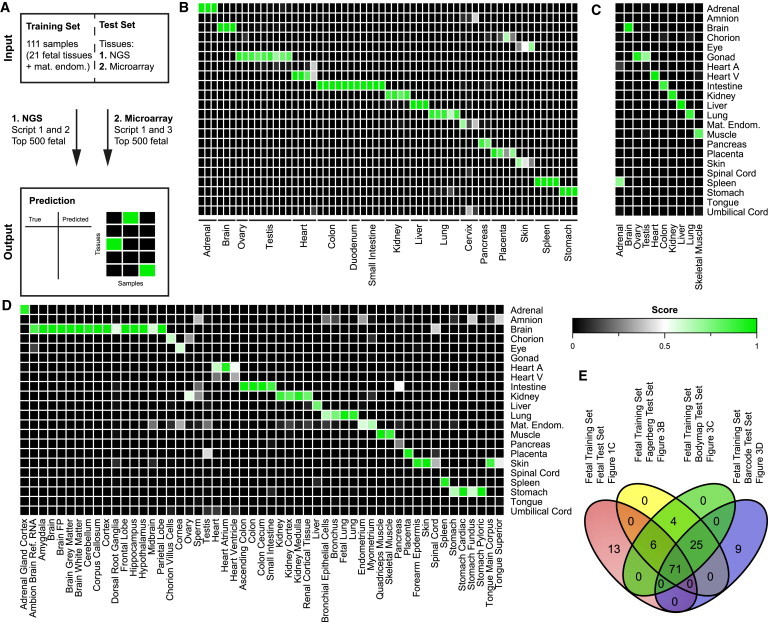
KeyGenes Classifies Human Adult Organs and Tissues Based on the Fetal Transcriptome (A) KeyGenes was applied to human adult NGS and microarray datasets (test sets) using the fetal dataset as training set. (1) For NGS-derived count data, KeyGenes searches for the best classifier genes out of the 500 most variable genes of the fetal dataset (Top 500 fetal). (2) For microarray-derived data, KeyGenes searches for the best classifier genes out of the Top 500 fetal and applies a scaling step to a broad panel of housekeeper genes (Eisenberg and Levanon, 2013). (B–D) Identity scores of 17 human adult organ/tissue samples from an NGS dataset (Fagerberg et al., 2014) (B), of ten human adult organ/tissue samples from the NGS dataset from the Illumina Body Map 2.0 (C), and of 53 human adult organ/tissue samples from the microarray dataset in Gene Expression Barcode 3.0 (McCall et al., 2014) (D). The rows represent the 22 organs/tissues from the fetal training set and the columns depict the samples in the test set. The identity scores range from zero (black) to one (green). The values of all identity scores are given in Table S3. (E) Venn diagram shows the intersection of the classifier fetal genes used by KeyGenes to identify/predict the different test sets (fetal NGS test set in Figure 1C; adult NGS test set in (B) [Fagerberg et al., 2014]; adult NGS test set from the Illumina Body Map 2.0 in (C); and adult microarray test set from the Gene Expression Barcode 3.0 in (D) [McCall et al., 2014]). The 71 common fetal classifier genes are depicted in Table S2. Abbreviations are as given in Figure 1.

**Figure 4:**
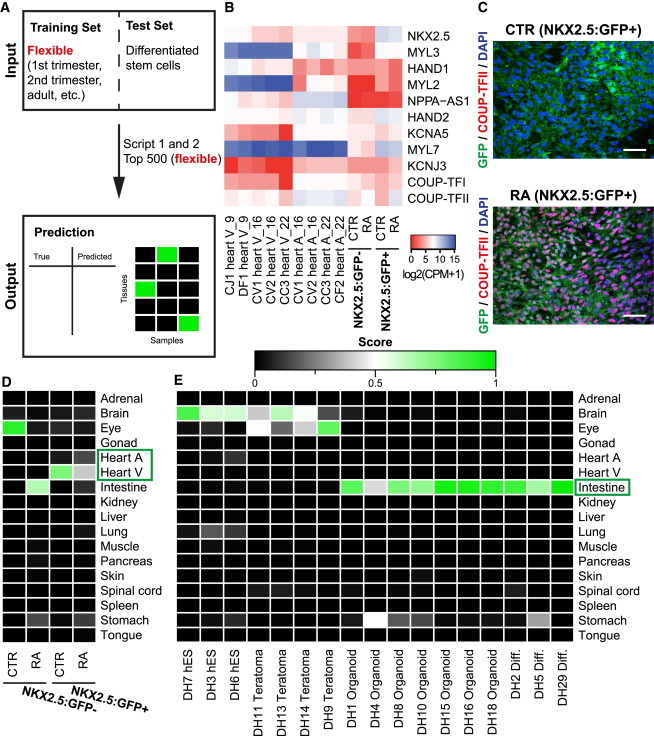
KeyGenes to Monitor hPSC Differentiation (A) KeyGenes was applied to NGS datasets from differentiated derivatives of hPSCs (test set) using flexible training sets. The selection of the classifier genes is based on the 500 most variable genes across a given dataset and can be modified. (B) Heatmap visualizes the binary logarithm of the expression levels (CPM) of selected atrial and ventricular marker genes in the human fetal heart atrium (A) and ventricle (V) samples and in the control (CTR) and RA-differentiated NKX2.5:GFP-positive and -negative cells. (C) Immunofluorescence shows COUP-TFII in the CTR and RA-differentiated NKX2.5:GFP-positive subpopulation. Scale bar, 40 μm. (D and E) Identity scores of the CTR and RA-treated NKX2.5:GFP-positive and -negative cells (D) and of hESC samples, teratomas, intestinal organoids derived from hESCs, and organoids that have been differentiated further toward intestine (diff.) (Forster et al., 2014) (E). The fetal dataset was used as training set excluding the extraembryonic tissues and the maternal endometrium samples. The selection of the classifier genes is based on the 500 most variable genes of the embryonic training set without extraembryonic and maternal endometrium samples (top 500 fetal w/o). The rows represent the 17 organs/tissues from the fetal training set and the columns depict the samples in the test set. The identity scores range from zero (black) to one (green). The values of all identity scores are given in Table S3. Abbreviations are as given in Figure 1.

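The other genes of Figure 4B moved as follows in GFP-positive cells, as RA minus control in log2(CPM + 1). HAND1 fell by 2.01 (100 reads with RA and 518 in the control) and MYL2 by 2.09 (107 and 580 reads). HAND2 fell by 0.66 and NKX2-5 by 0.36, and MYL7 by 0.06 (ratio 0.963, interval 0.948 to 0.978). KCNJ3 rose by 1.41, NR2F1 by 1.17 and KCNA5 by 0.71. Of the 11 genes of the figure, all but NPPA-AS1 kept their direction under the 8 alternatives. The list as a whole mixes atrial and ventricular markers, and its median was -0.06, inside the middle range of the random lists (28.4th percentile). In GFP-negative cells, NR2F2 rose by 1.22, from 91.4 CPM to 214 CPM. MYL3 rose by 1.21 there, on 97 reads with RA and 5 in the control (ratio 3.55, interval 1.47 to 11.2). NR2F1 fell by 0.74 and MYL7 by 0.90 in these cells, and MYL2 had no reads in either GFP-negative library. MYL3 was 188-fold higher in GFP-positive than in GFP-negative cells of the control (80.6 to 580) and 37.8-fold higher with RA (30.9 to 46.8).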

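In the GFP-negative cells, the paper's largest identity scores in Table S3 are 0.916 for eye in the control and, with RA, 0.648 for intestine and 0.150 for stomach, while eye fell to 0.0566 in the paper's table. In the counts, the eye classifier gene DCT was at 109 CPM in control GFP-negative cells and at 7.01 CPM with RA (ratio 0.0645, interval 0.0541 to 0.0765). MAB21L1 went from 21.7 CPM to 3.27 CPM and RSPO2, which Table S2 lists for eye and skin, from 16.0 CPM to 7.87 CPM, whereas FOXF2 was at 1.92 CPM and 2.65 CPM. For the intestine, MEP1A had 338 reads with RA and 0 in the control, at least 20.6-fold higher against a floor of 3 reads, and MUC13 had 197 and 0 reads, at least 12.0-fold higher. MAB21L2, also a classifier gene of the intestine, went the other way, from 43.7 CPM to 6.86 CPM. For the stomach, GIF had 375 reads with RA and MUC5AC 176, at least 22.9-fold and 10.7-fold higher than in the control, where both had 0. CLDN18 had 512 reads with RA and 6 in the control, a ratio of 15.6 (interval 7.13 to 42.7). A list of gut and liver endoderm genes written before the data were examined had a median log2 difference of 3.45 between RA-treated and control GFP-negative cells. In this list, 10 of 12 genes were higher, and the median lay above those of all 10000 random lists. With FOXA2, the gene without reads in the control, set at its bound and no pseudocount, the median was 4.23. Neural, neural crest and eye genes had a median of -2.15, with 13 of 15 genes lower and the median below those of all 10000 random lists. SOX17 and TTR were lower among the endoderm genes. Among the neural genes STMN2 rose by 2.05, and SOX1, with 22 reads and 4, was the other gene that was not lower.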

**Figure 5:**
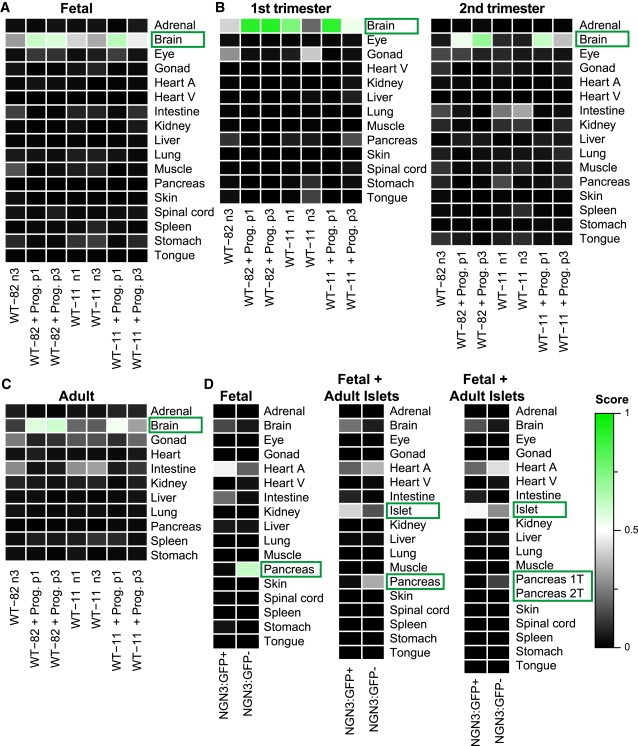
KeyGenes Can Be Modified to Assign Developmental Stages (A–C) Identity scores of dopaminergic neurons derived from two different hiPSC lines, WT-82 and WT-11 (Miller et al., 2013). The dopaminergic neurons were further differentiated by transfection with progerin-GFP (prog.) or nuclear GFP as a control. As training set, KeyGenes used either the whole fetal dataset excluding the extraembryonic tissues and the maternal endometrium samples (A), only the first trimester or second trimester samples excluding the extraembryonic tissues and the maternal endometrium samples (B), or the adult NGS datasets (Fagerberg et al., 2014; Illumina Bodymap) (C) with the corresponding 500 most variable genes (top 500 fetal w/o, top 500 fetal w/o 1T, top 500 fetal w/o 2T, and top 500 adult). (D) Identity scores of NGN3:GFP-positive and NGN3:GFP-negative cells derived from hESCs (Liu et al., 2014). The fetal training set excluding the extraembryonic tissues and the maternal endometrium samples was expanded by an NGS dataset consisting of five human adult islet of Langerhans samples (Cnop et al., 2014). The 500 most variable genes of the embryonic training set without extraembryonic and maternal endometrium samples (top 500 fetal w/o) were used. The rows represent the organs/tissues from the different training sets and the columns depict the samples in the test set. The identity scores range from zero (black) to one (green). The values of all identity scores are given in Table S3. Abbreviations are as given in Figure 1.

# Supplementary material for: KeyGenes, a Tool to Probe Tissue Differentiation Using a Human Fetal Transcriptional Atlas
**Source:** Stem Cell Reports. 2015 May 28;4(6):1112–24. doi: 10.1016/j.stemcr.2015.05.002
**Supplement:** Document S1. Supplemental Experimental Procedures and Figures S1–S5

**Stem Cell Reports, Volume 4**

**Supplemental Information**

## **KeyGenes, a Tool to Probe Tissue Differentiation**

### **Using a Human Fetal Transcriptional Atlas**

**Matthias S. Roost, Liesbeth van Iperen, Yavuz Ariyurek, Henk P. Buermans, Wibowo Arindrarto, Harsha D. Devalla, Robert Passier, Christine L. Mummery, Françoise Carlotti, Eelco J.P. de Koning, Erik W. van Zwet, Jelle J. Goeman, and Susana M. Chuva de Sousa Lopes**

## SUPPLEMENTAL FIGURES

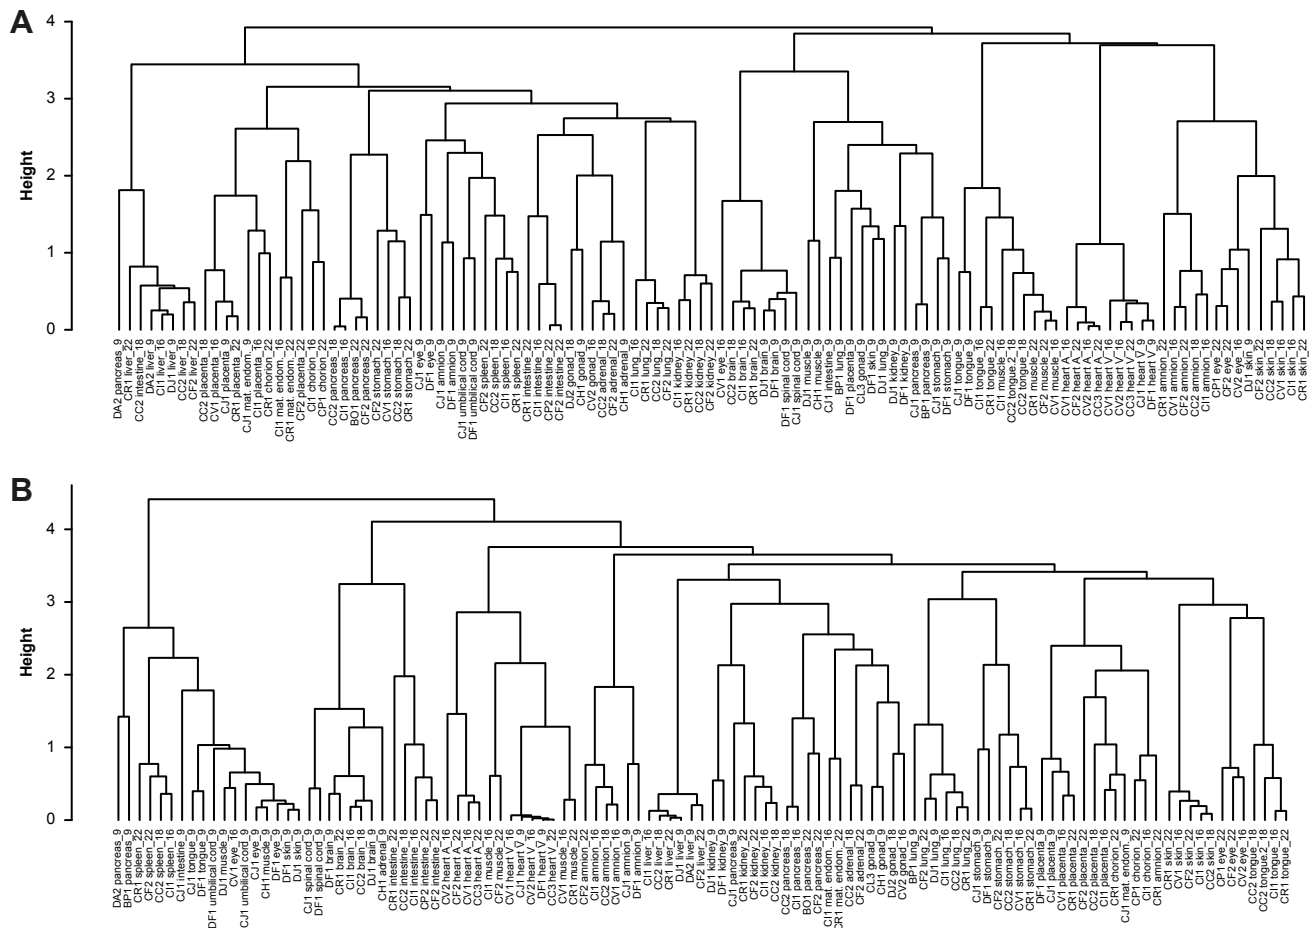

**Figure S1. Hierarchical clustering of the fetal samples**

(A) Dendrogram showing the hierarchical clustering of all fetal and maternal endometrium samples, based on the Pearson correlation of the expression levels of the 90 fetal classifier genes.

(B) Dendrogram showing the hierarchical clustering of all fetal and maternal endometrium samples, based on the Pearson correlation of the expression levels of the 500 most variable genes of the entire fetal data set (Top 500 fetal).

Abbreviations: mat. endom., maternal endometrium.

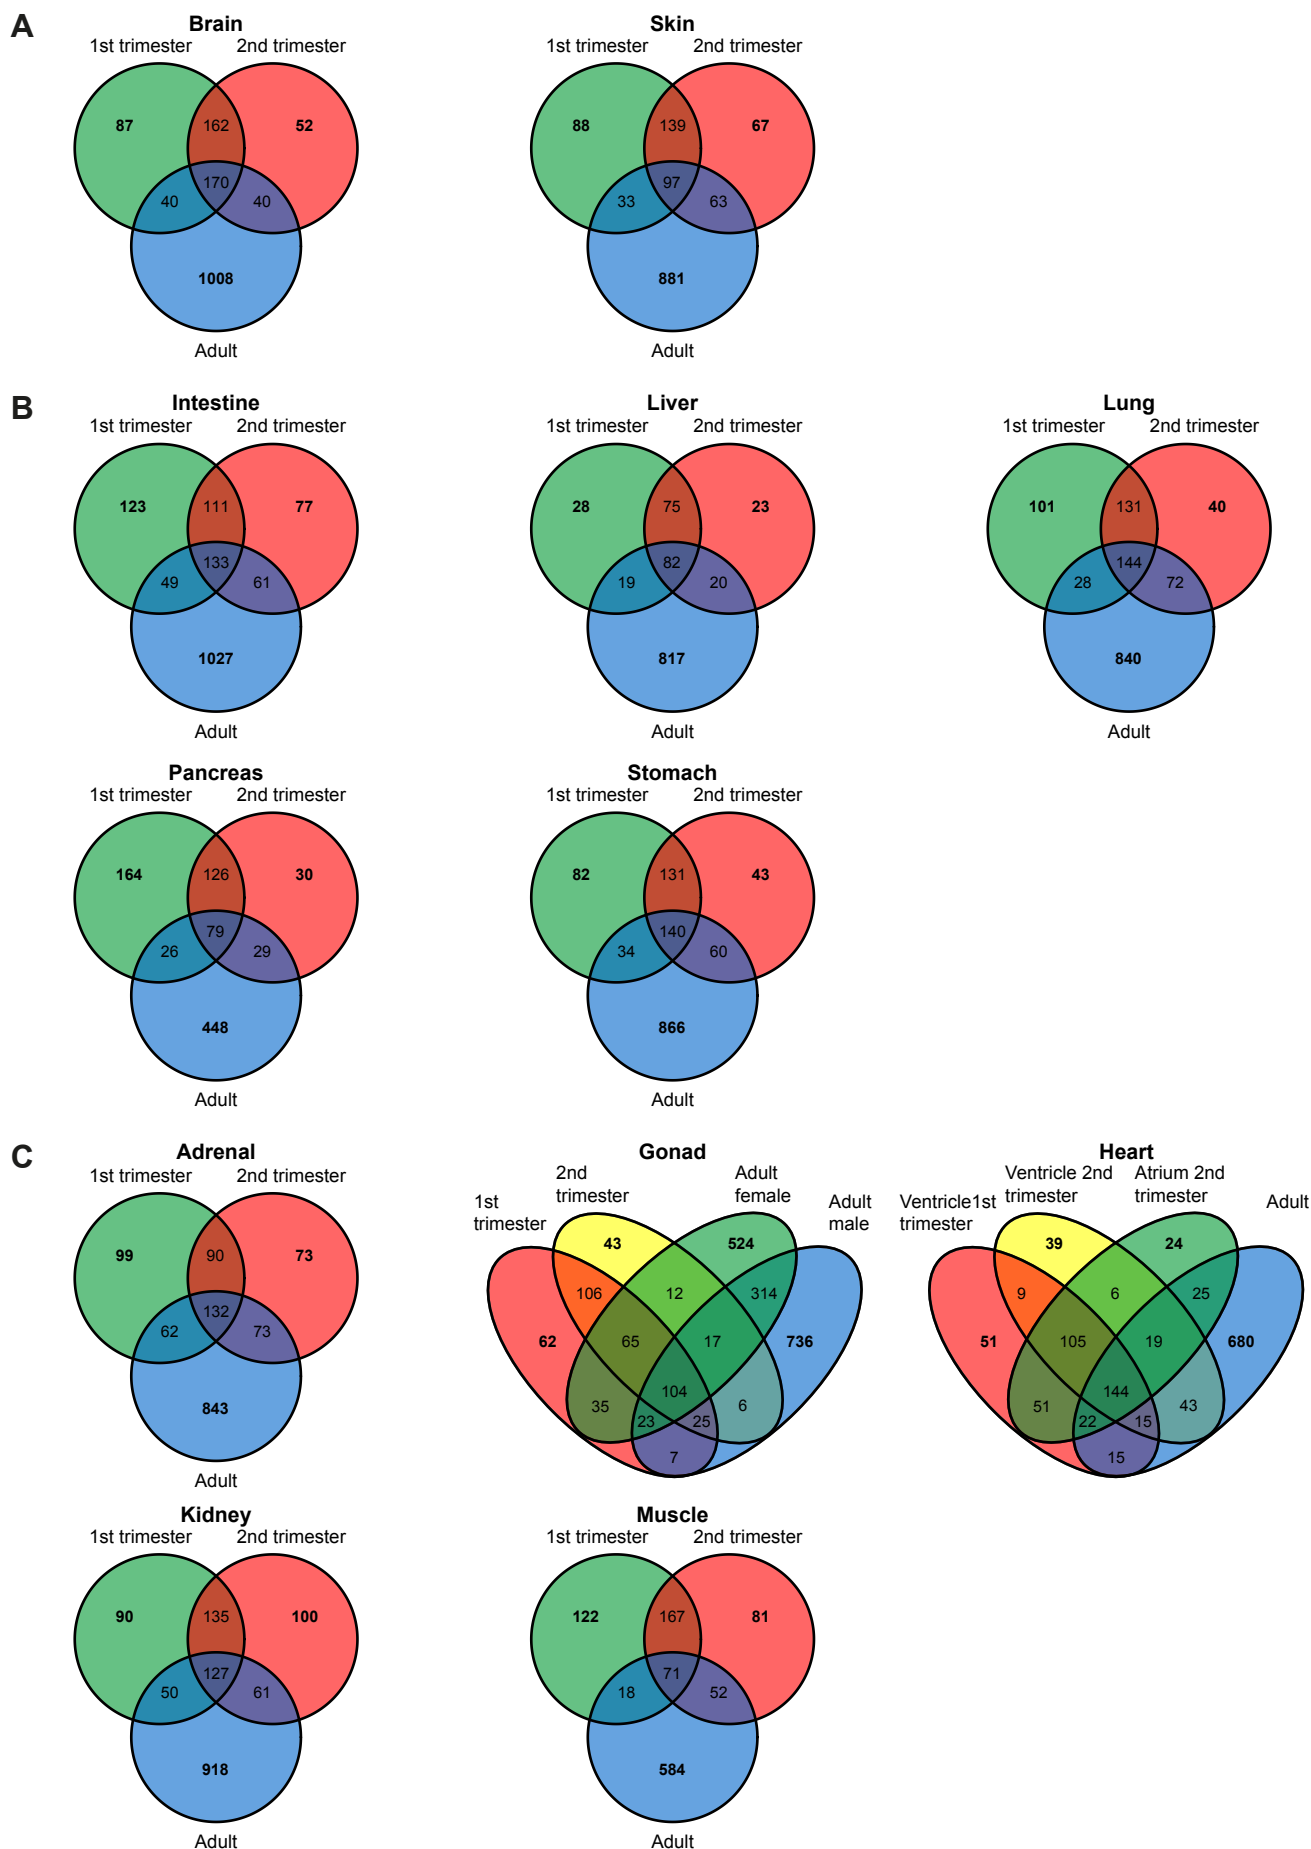

**Figure S2. Stage-specific gene expression signatures per organ**

Venn diagrams of commonly and uniquely highly expressed genes of the first trimester, second trimester and adult samples per organ derived mainly from (A) ectoderm, (B) endoderm, and (C) mesoderm. The genes shown here have 10x higher gene expression levels in counts per million (CPM) than the average expression of the corresponding dataset. The stage-specific genes per organ and the intersections genes are given in Table S4.

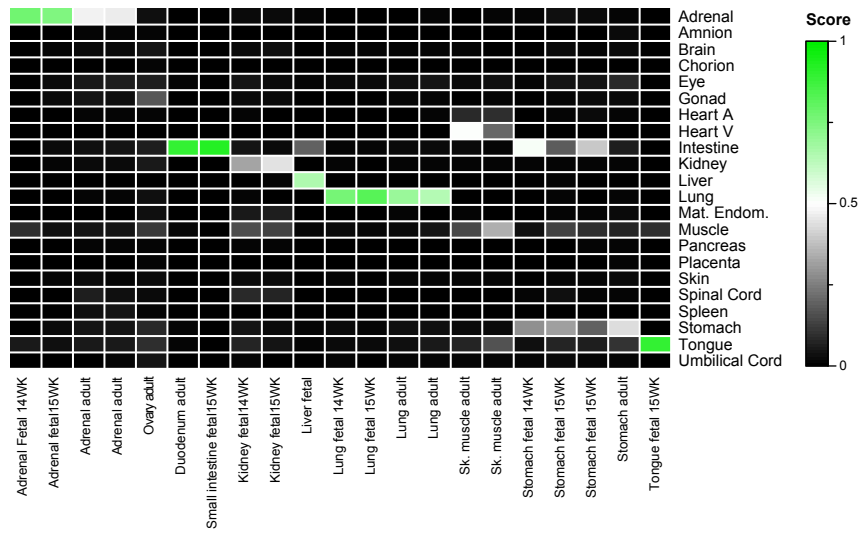

**Figure S3. Prediction of the microarray human adult and fetal dataset from Nazor et al (2012)**

Identity scores of 21 human adult and fetal organ/tissue samples from the microarray dataset generated by Nazor et al. (Nazor et al., 2012). The rows represent the 22 organs/tissues from the fetal training set and the columns depict the samples in the test set. The identity scores range from zero (black) to one (green). The values of all identity scores are given in Table S3.

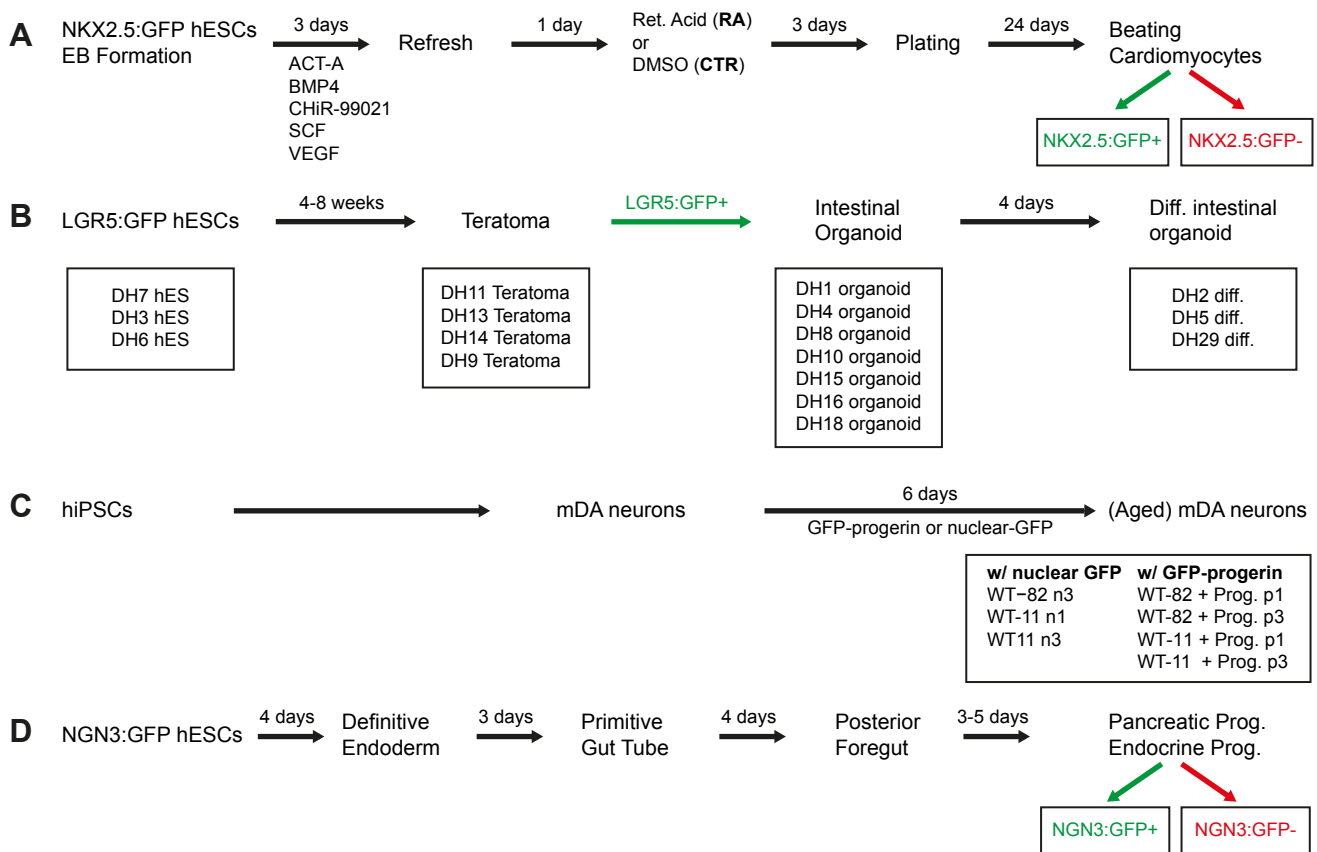

**Figure S4. Schematics of the differentiation protocols used to generate hPSC-derived cardiomyocytes, intestinal organoids, dopaminergic neurons and pancreatic progenitor cells**

(A) Generation of human cardiomyocytes from NKX2.5:GFP human embryonic stem cells (hESCs) (Devalla et al., 2015).

(B) Generation of intestinal organoids from LGR5:GFP human embryonic stem cells (hESCs) (Forster et al., 2014).

(C) Generation of (aged) dopaminergic neurons (mDA neurons) from human induced pluripotent stem cells (hiPSCs) (Miller et al., 2013).

(D) Generation of pancreatic progenitors from NGN3:GFP human embryonic stem cells (hESCs) (Liu et al., 2014).

**Table S1. Characteristics of the human fetal and maternal endometrium samples**

**Table S2. Human fetal barcode - 90 classifier genes and the corresponding GO enrichment**

**Table S3. Identity scores of all test sets and the different lists of the 500 most variably expressed genes**

**Table S4. Specific gene expression signatures per time point per organ**

## **SUPPLEMENTAL EXPERIMENTAL PROCEDURES**

### **Tissue culture and immunofluorescence**

Cardiomyocytes from NKX2.5:GFP hESCs were generated as described (Devalla et al., 2015) (Figure S4A). After 30 days, NKX2.5:GFP-positive cells were FACS sorted using a BD FACSAria III Cell sorter (BD Biosciences, USA) and used for library preparation. Immunofluorescence for COUP-FTII and GFP followed by imaging with confocal microscopy were described elsewhere (Devalla et al., 2015).

### **NGS library preparation, sequencing and data processing**

The organs and tissues were homogenized using a pestle or a syringe needle followed by the QIAshredder homogenizer (Qiagen, Germany). Total RNA was isolated with the RNeasy Kit (Qiagen) including on-column DNase digestion. RNA quality was assessed with the Agilent RNA 6000 Pico or Nano Kit on an Agilent 2100 Bioanalyzer (Agilent Technologies, USA). RNA concentration was determined with the Qubit RNA BR Assay Kit on a Qubit 2.0 Fluorometer (Invitrogen, USA).

The DeepSAGE libraries (fetal organs and tissues) were generated as previously described (Mastrokolias et al., 2012). Each library (8 pM) was loaded on a v3 flowcell and sequenced on an Illumina HiSeq2000 sequencer (Illumina, USA). Sequencing data was processed with Illumina Pipeline Software version CASAVA 1.8.2, and the FASTQ files were analyzed with a set of custom Perl scripts followed by aligning the sequences against the UCSC hg19 reference genome using Bowtie short read aligner 1.0.0. Finally, the tags were annotated against Ensembl gene identifiers using BIOMART.

The strand-specific RNA-Seq libraries of the NKX2.5:GFP-positive and -negative cells were generated essentially as previously described (Parkhomchuk et al., 2009). Following amplification of the strand-specific libraries, they were paired-end sequenced (2x 75 bp) on a

single NextSeq500 Mid output lane (Illumina, USA). Base quality trimming was performed on the raw sequencing files using SICKLE 1.33. Afterwards, the sequences were aligned to a custom hg19 human genome using GSNAP release 2014-12-06. We ran GSNAP by setting the following flags: --batch (set to 4), --novelsplicing (set to 1), --npaths (set to 1), and --quiet-if-excessive. The last two flags were required so that reads map if and only if it can be mapped to a unique location in the genome. The resulting SAM file was then compressed into a BAM file, name-sorted, and indexed using SAMTOOLS 0.1.18. 

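A read that overlaps genes on both strands cannot be given to either of them when strand is left out of the counting, unless part of it lies on bases of 1 gene alone. In the GRCh37 annotation used for coordinates here, exons of CLCN6, on the plus strand of chromosome 1 from 11866153 to 11908136, cover 286 of the 1120 exon bases of NPPA, on the minus strand from 11905766 to 11908402. This annotation lacks NPPA-AS1, which has counts, and so differs from the one used for counting. The 286 shared bases therefore do not measure the reads left out there. The counts of genes with such antisense neighbours remain uncertain. The resulting table has 60234 Ensembl genes, of which 43521 (72.3%) were matched to a gene name.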

Finally, gene read count data were generated using HTSeq-count 0.6.1p1 using the Ensembl reference downloaded via the UCSC website (<http://genome.ucsc.edu>), using the non-stranded and intersection-nonempty option flags (--stranded no and --m intersection-nonempty respectively).

## **External Data**

For the Illumina Bodymap dataset, we performed gene read counting using HTSeq-count version 0.6.1p1 using the Ensembl human genes annotation set downloaded from the UCSC website (<http://genome.ucsc.edu>) in December 2014. We used the non-stranded and intersection-nonempty option flags (--stranded no and --m intersection-nonempty respectively) as additional arguments to the program. As the Illumina BodyMap 2.0 data were comprised of single-end and paired-end libraries, we separated them first and performed read counting on the separated library.

## SUPPLEMENTAL REFERENCES

Devalla, H.D., Schwach, V., Ford, J.W., Milnes, J.T., El-Haou, S., Jackson, C., Gkatzis, K., Elliott, D.A., Chuva de Sousa Lopes, S.M., Mummery, C.L., *et al.* (2015). Atrial-like cardiomyocytes from human pluripotent stem cells are a robust preclinical model for assessing atrial-selective pharmacology. *EMBO Mol Med* 7, 394-410.

Forster, R., Chiba, K., Schaeffer, L., Regalado, S.G., Lai, C.S., Gao, Q., Kiani, S., Farin, H.F., Clevers, H., Cost, G.J., *et al.* (2014). Human intestinal tissue with adult stem cell properties derived from pluripotent stem cells. *Stem cell reports* 2, 838-852.

Liu, H., Yang, H., Zhu, D., Sui, X., Li, J., Liang, Z., Xu, L., Chen, Z., Yao, A., Zhang, L., *et al.* (2014). Systematically labeling developmental stage-specific genes for the study of pancreatic beta-cell differentiation from human embryonic stem cells. *Cell research* 24, 1181-1200.

Mastrokolias, A., den Dunnen, J.T., van Ommen, G.B., t Hoen, P.A., and van Roon-Mom, W.M. (2012). Increased sensitivity of next generation sequencing-based expression profiling after globin reduction in human blood RNA. *BMC genomics* 13, 28.

Miller, J.D., Ganat, Y.M., Kishinevsky, S., Bowman, R.L., Liu, B., Tu, E.Y., Mandal, P.K., Vera, E., Shim, J.W., Kriks, S., *et al.* (2013). Human iPSC-based modeling of late-onset disease via progerin-induced aging. *Cell stem cell* 13, 691-705.

Nazor, K.L., Altun, G., Lynch, C., Tran, H., Harness, J.V., Slavin, I., Garitaonandia, I., Muller, F.J., Wang, Y.C., Boscolo, F.S., *et al.* (2012). Recurrent variations in DNA methylation in human pluripotent stem cells and their differentiated derivatives. *Cell stem cell* 10, 620-634.

Parkhomchuk, D., Borodina, T., Amstislavskiy, V., Banaru, M., Hallen, L., Krobitch, S., Lehrach, H., and Soldatov, A. (2009). Transcriptome analysis by strand-specific sequencing of complementary DNA. *Nucleic acids research* 37, e123.

# Supplementary material for: KeyGenes, a Tool to Probe Tissue Differentiation Using a Human Fetal Transcriptional Atlas
**Source:** Stem Cell Reports. 2015 May 28;4(6):1112–24. doi: 10.1016/j.stemcr.2015.05.002
**Supplement:** Document S2. Article plus Supplemental Information

## KeyGenes, a Tool to Probe Tissue Differentiation Using a Human Fetal Transcriptional Atlas

Matthias S. Roost,<sup>1</sup> Liesbeth van Iperen,<sup>1</sup> Yavuz Ariyurek,<sup>2</sup> Henk P. Buermans,<sup>2</sup> Wibowo Arindrarto,<sup>3</sup> Harsha D. Devalla,<sup>1</sup> Robert Passier,<sup>1</sup> Christine L. Mummery,<sup>1</sup> Françoise Carlotti,<sup>5</sup> Eelco J.P. de Koning,<sup>5,6</sup> Erik W. van Zwet,<sup>4</sup> Jelle J. Goeman,<sup>7</sup> and Susana M. Chuva de Sousa Lopes<sup>1,8,\*</sup>

<sup>3</sup>Sequence Analysis Support Core

<http://dx.doi.org/10.1016/j.stemcr.2015.05.002>

This is an open access article under the CC BY license (<http://creativecommons.org/licenses/by/4.0/>).

### SUMMARY

Differentiated derivatives of human pluripotent stem cells in culture are generally phenotypically immature compared to their adult counterparts. Their identity is often difficult to determine with certainty because little is known about their human fetal equivalents *in vivo*. Cellular identity and signaling pathways directing differentiation are usually determined by extrapolating information from either human adult tissue or model organisms, assuming conservation with humans. To resolve this, we generated a collection of human fetal transcriptional profiles at different developmental stages. Moreover, we developed an algorithm, KeyGenes, which uses this dataset to quantify the extent to which next-generation sequencing or microarray data resemble specific cell or tissue types in the human fetus. Using KeyGenes combined with the human fetal atlas, we identified multiple cell and tissue samples unambiguously on a limited set of features. We thus provide a flexible and expandable platform to monitor and evaluate the efficiency of differentiation *in vitro*.

### INTRODUCTION

Detailed information on temporal and spatial patterns of gene expression during human development is essential to understand how cells establish and maintain their transcriptional identity and how they differentiate from common progenitors to form the different organs in the human body. Moreover, knowledge of the gene expression landscape in a physiological context is of paramount importance to identify aberrant patterns of transcription leading to pathological states (Ju et al., 2013; Lal et al., 1999). To date, there is little information on the transcriptional profiles of organs and tissues during human development, even though optimal use of differentiated derivatives of human pluripotent stem cells (hPSCs) in regenerative medicine and disease modeling would benefit from detailed understanding of what drives and maintains the differentiated state. This knowledge is not only helpful in developing efficient differentiation protocols for hPSCs and unequivocally identifying the resultant phenotypes (Gifford et al., 2013; Xie et al., 2013), but also in understanding why individual (genomic) variations among hPSCs may result in different outcomes (Bock et al., 2011) and whether the wide assumption that some disease states are associated with upregulation of fetal genes is actually based on fact

(Fung et al., 2012; Hoshijima and Chien, 2002; Lin et al., 2014).

Recently, there has been great interest in computational approaches that help to quantify differences in physiological and pathological states in human adult organs and tissues (Hwang et al., 2011) and similarities between adult human organs/tissues and differentiated cells derived from either hPSCs or by direct lineage conversion, also known as transdifferentiation (Cahan et al., 2014; Morris et al., 2014). The drawback of these computational approaches so far is that they have been based on adult human organs/tissues, which limits their relevance in assigning developmental states to differentiated derivatives of hPSCs or transdifferentiated somatic cells, since they are often immature and resemble fetal cells more than those of mature adult tissues (Hrvatin et al., 2014; Patterson et al., 2012). Moreover, most current computational tools use and compare to microarray datasets only. Therefore, there is a growing need for a computational platform that can integrate next-generation sequencing (NGS) and microarray datasets and facilitate their interrogation.

Here we present an algorithm, KeyGenes, that we have used on NGS data extracted from tissues of 21 different human fetal organs, both embryonic and extraembryonic (plus the maternal endometrium), from the first and

second trimesters of development to determine a panel of classifier genes that would be sufficient to confer identity to each fetal organ analyzed with high confidence. We showed that the developmental classifier genes selected were largely sufficient to predict the identity of their adult organ counterparts, even when using different types of platforms (NGS and microarray). Most importantly, as proof of concept, we challenged KeyGenes to identify a series of tissues using either recently published or our own NGS datasets. These included the following: (1) hPSCs differentiated to derivatives of the three germ lineages, namely, endoderm (pancreas), ectoderm (brain), and mesoderm (heart); (2) tissue organoids (intestine); and (3) human fetal and adult organs/tissues. In all cases, KeyGenes accurately predicted tissue origin and, furthermore, we could use KeyGenes to assign a developmentally equivalent stage. KeyGenes is an easy-to-use, flexible, and expandable tool that can be applied to identify stem cell derivatives, when common marker profiles have been insufficiently informative, and provide benchmarking for protocols designed to promote maturation of stem cell derivatives in culture. KeyGenes is available at <http://www.keygenes.nl>.

## RESULTS

### KeyGenes Defines a Transcriptional Barcode to Predict Human Fetal Organ Identity

We wanted to identify a (sex-independent) transcriptional barcode that would characterize each organ primordium during human fetal development, as these are still relatively homogeneous and mainly formed by a limited number of poorly characterized lineage progenitor cells.

To do this, we first generated NGS data from 111 human organ/tissue samples from 17 individuals ( $n = 9$  males and  $n = 8$  females) representing 21 different fetal organs, 17 embryonic and 4 extraembryonic (plus the maternal endometrium), at 8.2–9.6, 16–18, and 21–22 weeks of gestation (W9, W16–18, and W22) (Table S1). Next, we developed an algorithm (KeyGenes) that uses a 10-fold crossvalidation on the basis of a least absolute shrinkage and selection operator (LASSO) regression available in the R package “glmnet” (Friedman et al., 2010; Figure 1A). KeyGenes uses two datasets (a training set and a test set) and one table with the 500 most variably expressed genes. Then, KeyGenes determines a set of classifier genes that is sufficient to identify the samples of the training set, and, finally, using the classifier genes, it predicts the identity of the samples of the test set. To validate KeyGenes, we divided our fetal dataset into a training set ( $n = 76$ ) and a test set ( $n = 39$ ) (Figures 1A and 1B), so that at least two samples of each organ, preferentially of both first and second tri-

mesters, were represented. Based on the classifier genes (Table S2) and the identity of the samples in the training set, KeyGenes then predicted the identity of the samples in the test set (Figure 1C). KeyGenes was capable of predicting 38 of 39 samples of the test set correctly with a mean identity score of 0.92, of which 33 samples (87%) had an identity score  $>0.8$  (Table S3). KeyGenes thus provided a highly accurate prediction of fetal tissue identity for the test fetal samples.

### The Transcriptional Barcode for Human Fetal Organs during Development

A common characteristic of the 90 fetal classifier genes identified (Table S2) is that these are expressed at high levels throughout development in the organ(s)/tissue(s) they characterize (in general  $>100$  counts per million [CPM], but some  $>1,000$  CPM), and they are either not expressed in most other tissues or highly expressed in several other tissues simultaneously, helping to define the barcode (Figure 2A). Interestingly, large differences in expression levels of some classifier genes were even sufficient to distinguish between first and second trimester organs. For example, *CYP17A1* in the adrenal is expressed  $>100$  CPM during the first trimester, but  $>1,000$  CPM in the second trimester (Figure 2A). Five classifier genes (*TNMD*, *RSPO2*, *LINC00514*, *NR5A1*, and *CRABP1*) identified two different fetal organs/tissues (Table S2). The selected classifiers for each organ/tissue varied from one gene (*NPPA-AS1* for heart atrium and *MYL3* for heart ventricle) to nine genes for the umbilical cord (Figure 2B).

In terms of gene ontology (GO), it is noteworthy that the fetal classifier genes identified were sufficiently related to be significantly enriched (false discovery rate [FDR]  $< 0.05$ ) for categories associated with biological processes (“patterning,” “morphogenesis,” and “development”), cellular compartment (“extracellular”), and molecular function (“transcription” and “DNA binding”) (Figure 2C; Table S2). Furthermore, a substantial proportion of the fetal classifier genes are transcription factors ( $n = 24$ ) (Figure 2D), many being tissue specific and considered master regulator genes in mice (Table S2). However, it was striking that about half of the total fetal classifier genes were in fact not directly related to transcription, but were instead associated with extracellular matrix (ECM), cell adhesion, and surface tension or were components of the cytoskeleton and cellular transport machinery (Figure 2D; Table S2). This underscored the importance of cellular shape, structure, and the niche in determining tissue identity and function. Interestingly, a few classifier genes are long non-coding RNAs (lncRNAs) or anti-sense RNAs (asRNAs) ( $n = 4$ ), including the unique classifier gene for heart atrium (*NPPA-AS1*). Our data are in agreement with the growing evidence placing lncRNAs as an emerging class

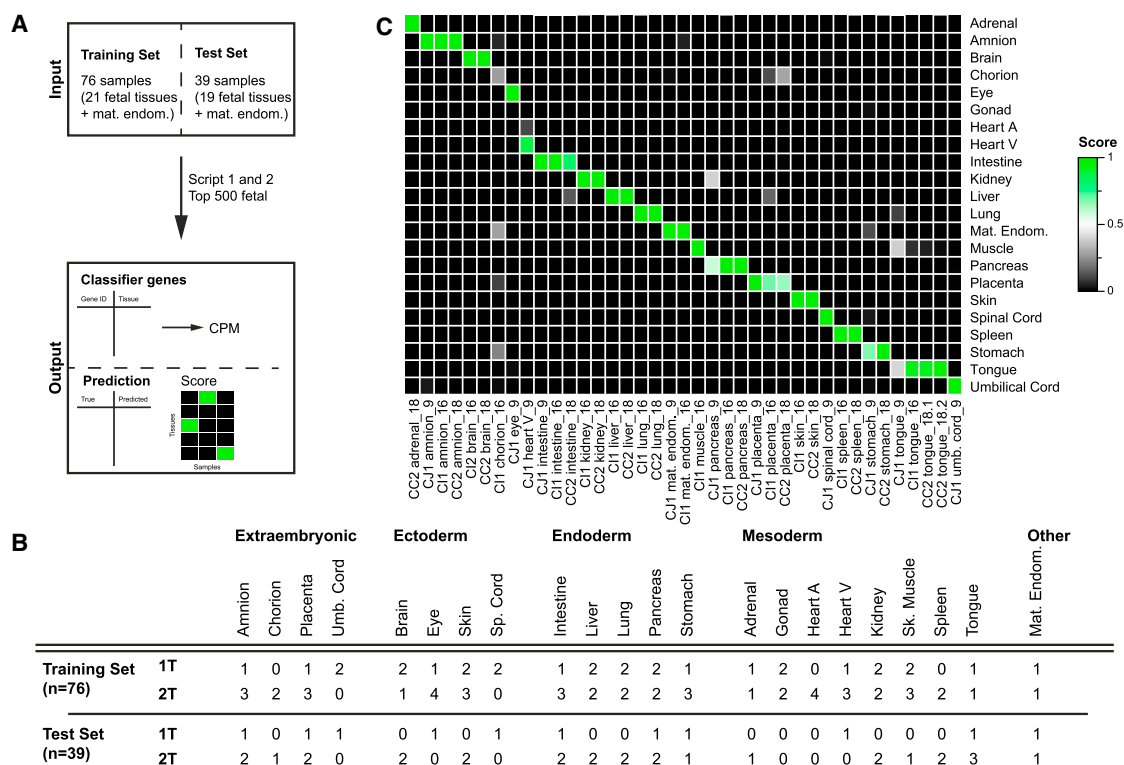

**Figure 1. Validation of KeyGenes Using a Human Fetal Transcriptome Dataset**

(A) The fetal dataset was divided into a training set and a test set. KeyGenes used the 500 most variably expressed genes across the entire fetal dataset (top 500 fetal) to determine a panel of classifier genes. KeyGenes then used the classifier genes to predict the identity (and provide the identity score) of the samples in the test set.

(B) Characteristics of the human fetal samples in the training set and test set are shown.

(C) Identity scores for the samples in the fetal test set. The rows represent the 22 organs/tissues from the fetal training set and the columns depict the samples in the test set. The identity scores range from zero (black) to one (green). The values of all identity scores are given in Table S3. 1T, first trimester; 2T, second trimester; heart A, heart atrium; heart V, heart ventricle; mat. endom., maternal endometrium; sk. muscle, skeletal muscle; sp. cord, spinal cord; umb. cord, umbilical cord.

of important cellular regulators in development (Washietl et al., 2014).

Hierarchical clustering (Pearson correlation) of the expression values per organ and trimester (1T + 2T), as well as per organ independent of the trimester (All), resulted in a higher mean correlation coefficient using the 90 classifier genes than the mean correlation coefficient that was derived using the 500 most variably expressed genes of the entire fetal dataset (Top 500 fetal) (Figure 2E). Accordingly, the clustering of the fetal samples using the 90 classifier genes was sufficient to group them in a germ layer-, tissue-, and age-specific manner (Figures S1A and S1B). Taken together, our results suggested that the classifier genes, identified as the minimal set of genes or barcode necessary to predict the identity of 21 different fetal human organs and the maternal endometrium, represent physiologically relevant genes, many of which are associated with human pathological conditions affecting the organ/tissue they characterize (Table S2).

### Using the Fetal Data, KeyGenes Predicts Human Adult Tissue Identity from NGS Data

We next investigated whether the fetal transcriptional barcode could be used to predict the identity of adult human tissues. To this end, we applied KeyGenes to two different NGS datasets of human adult organs as test sets, using our complete human fetal dataset (111 samples representing 21 fetal tissues and the maternal endometrium) as the training set (Figure 3A) and the top 500 most variable fetal genes determined previously (Table S3).

KeyGenes was first applied to an NGS dataset consisting of 61 samples representing adult counterparts of 17 organs present in our fetal training set (Fagerberg et al., 2014). Surprisingly, 56 samples (92% of all adult samples) were predicted correctly with a high mean identity score of 0.90 (Figure 3B; Table S3). This suggested that the degree of inter-individual variation between biopsies of the same organ is remarkably low. More importantly, adult tissue biopsies of 17 different organs retained significant similarities to

fetal organs with respect to the basic transcriptional wiring, independently of cellular heterogeneity in the adult organ (Figure 3B). Even though five samples (two of skin, one of term placenta, two of cervix) were not predicted correctly, their correctly predicted biological replicates showed high identity scores (one skin, three term placenta, one cervix), and the second best score of those misclassified samples pointed to the correct organ/tissue (Figure 3B; Table S3). Further illustrating the predictive power of KeyGenes, three of the four heart samples were classified as “heart ventricles” (mean identity score = 0.93) and were probably ventricular biopsies, whereas one heart sample was assigned a score of 0.39 for “heart atrium” and 0.4 for “heart ventricle,” suggesting that this sample may have contained both ventricular and atrial heart tissue (Figure 3B; Table S3).

Additionally, we used a second resource of NGS data from biopsies of ten human adult organs (Human Body Map 2.0, Illumina), which were represented in our fetal training set. From this, KeyGenes predicted nine of ten samples (90%) correctly with a mean identity score of 0.90 (Figure 3C; Table S3). The one misclassified sample was the adrenal gland, which was classified as “spleen” (0.72). However, the previous adult dataset contained three biological replicates of adrenal samples, all correctly classified with a mean identity score of 0.99 (Figure 3B; Table S3), suggesting that the adrenal gland sample present in the Human Body Map 2.0 by Illumina may in fact not be adrenal.

We have shown that KeyGenes together with the provided fetal dataset is a platform capable of predicting the identity of adult counterparts of fetal tissues with high confidence. Moreover, our results suggest that the minimal transcriptional organ barcode identified during human fetal development is in fact maintained into adulthood, regardless of the increasing cellular complexity of each organ. In addition, we have presented the differentially expressed genes among the first trimester, second trimester, and adult for each organ analyzed, showing the transcriptional trajectory of maturation for the tissue/organs analyzed (Figure S2; Table S4).

### Using the Fetal Data, KeyGenes Predicts Human Adult Tissue Identity from Microarray Data

Although the use of NGS is of increasing importance, DNA microarray technology is still widely used as it provides fast and relatively inexpensive gene expression data. Because of the fundamentally different nature of data from NGS and the relative (fluorescence) intensity from microarray, we adapted our algorithm to process microarray data (Figure 3A). To do this, KeyGenes used the fetal dataset as training set and the 500 most variably expressed fetal genes determined before (Top 500 fetal) (Table S3), and it contained a scaling step using a broad panel of housekeeping genes (Eisenberg and Levanon, 2013).

We applied KeyGenes to 53 samples, mostly human adult organs, tissues, and cell subpopulations, available online from the Gene Expression Barcode 3.0 (Affymetrix; McCall et al., 2014), which were represented in our fetal training set. KeyGenes was able to predict 45 of 53 samples (85%) correctly with a high mean identity score of 0.86 (Figure 3D; Table S3), suggesting a successful adaptation of the algorithm.

Two of the mismatched organs were the adult ovary and testis, but both tissues were predicted with high confidence as “gonad” before using both NGS datasets (Figures 3B and 3C), suggesting that the probes of important classifier genes for “gonad” may not be well represented on the microarray. Consequently, the sample “sperm” also was not well predicted. It would be interesting to see whether NGS data from this very specialized population of cells would still be identified as “gonad.” Another misclassified organ was the pancreas, which was predicted as “intestine,” but was predicted correctly using NGS data (Figure 3B), suggesting that the probes for pancreatic classifier genes were probably not well represented on the microarray. The sample “heart ventricle” had a very similar mixed “atrium and ventricle” prediction to one of the NGS heart biopsies (Figure 3B). Finally, the two tongue muscles included in the microarray datasets were identified as “skin” instead of “tongue” or “muscle”; and the only spinal cord sample was identified as “brain” instead of “spinal cord.” As we were unable to find available NGS from both adult tongue and spinal cord, we could not conclude whether the mismatch was due to a lack of representation of classifier genes on the microarray or a genuine mismatch between the expression profile between the fetal and adult organ.

It is noteworthy that microarray data from specific subpopulations of cells or tissues of the adult organs also were assigned correctly to the tissue of origin. The 15 samples from different anatomical regions related to “brain” were all classified correctly, and sub-regions of the intestine (four sub-regions), kidney (four sub-regions), and stomach (four sub-regions) also were all assigned to the correct main organ (Figure 3D). Moreover, the sample adult lung and fetal lung were predicted as “lung” with an identity score of 0.91 and 0.98, respectively, whereas the bronchus and the bronchial epithelial cells had a “lung” prediction but a lower identity score (0.77 and 0.65, respectively), suggesting a better match with the full tissue than with subpopulations (Figure 3D; Table S3).

Furthermore, we analyzed predictions in a second microarray dataset from a different platform (Illumina; Nazor et al., 2012). KeyGenes was capable of predicting 18 of 21 relevant samples (86%) correctly, with a relatively high mean identity score of 0.6 (Figure S3; Table S3). The mean identity score of the correctly predicted fetal tissues

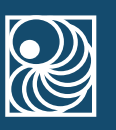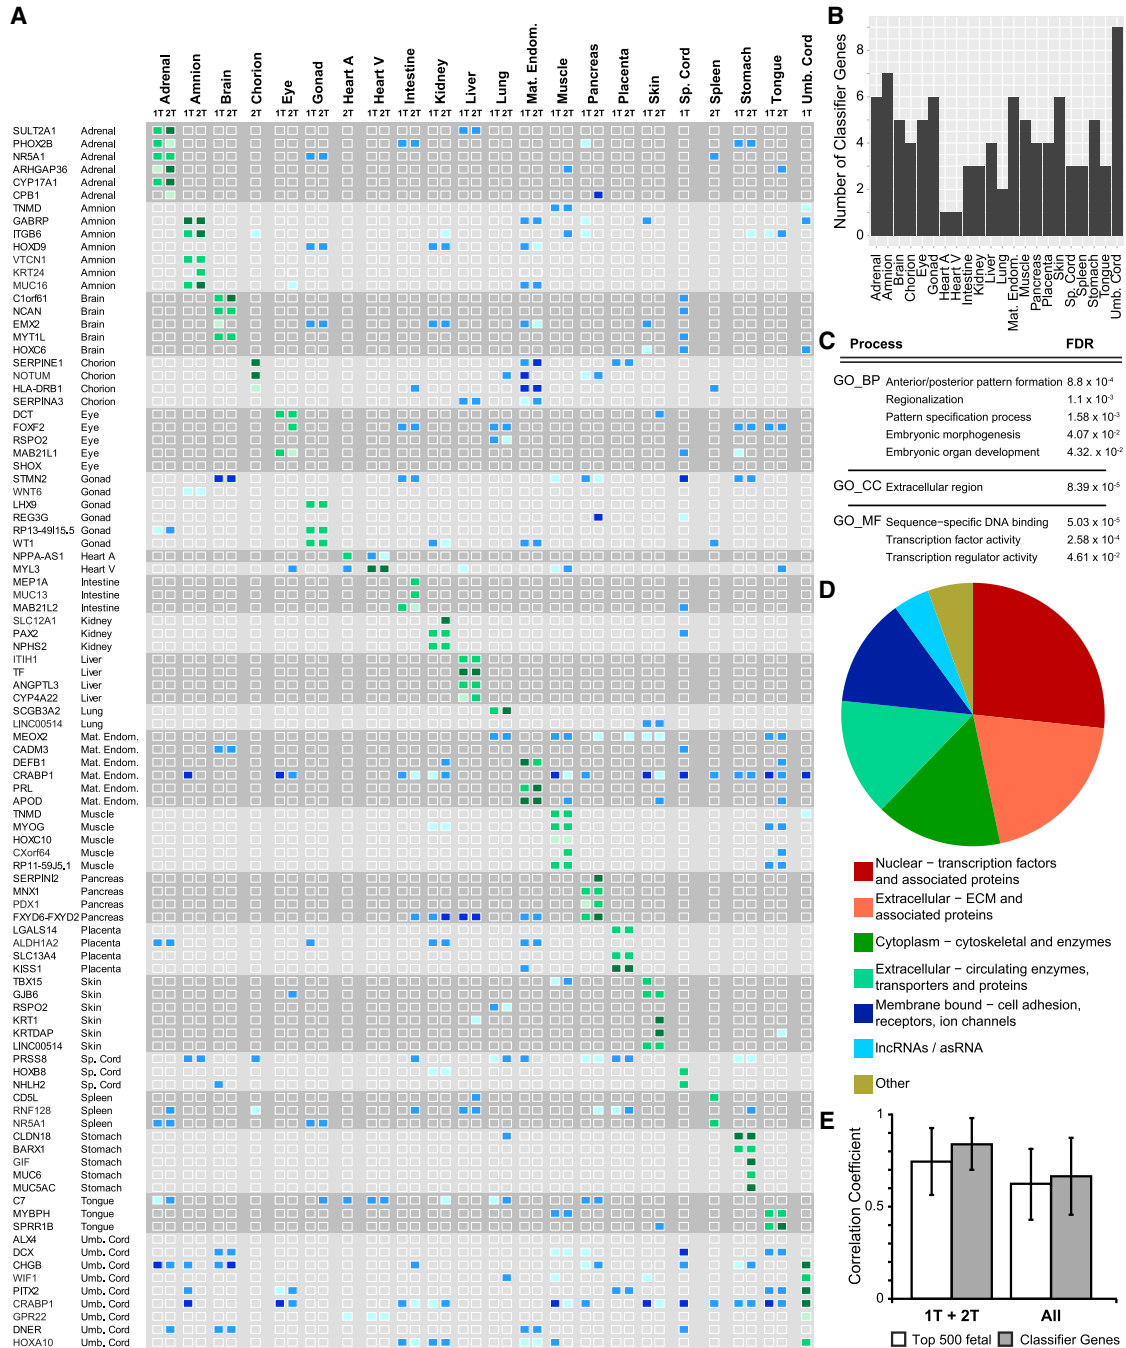

**Figure 2. KeyGenes Provides a Transcriptional Barcode for First and Second Trimesters of Human Fetal Development**

(A) Heatmap of the expression levels of the fetal transcriptional barcode (90 classifier genes) and the organs they represent during the first (1T) and second (2T) trimesters. The expression levels (in CPM) of the classifier genes in the corresponding organ/tissue are depicted in green (50–100 CPM, light green; 100–1,000 CPM, green; >1,000 CPM, dark green), whereas the expression levels in other than the classifying tissues are displayed in blue (50–100 CPM, light blue; 100–1,000 CPM, blue; >1,000 CPM, dark blue). All organs/tissues per trimester show a unique expression pattern of the classifier genes.

(B) Numbers of fetal classifier genes per organ/tissue used by KeyGenes to predict identity of the samples in the fetal test set are shown. (C) Enrichment of GO terms for biological processes (BP), cellular compartment (CC), and molecular function (MF) with an FDR < 0.05 of the 90 fetal classifier genes. All GO terms are provided in [Table S2](#).

(D) Categorization of the 90 fetal classifier genes by CC and MF is given.

(legend continued on next page)

( $n = 12$ ) was 0.67, whereas it was 0.52 for the adult tissues ( $n = 7$ ) (Figure S3; Table S3).

In summary, our algorithm is not only robust enough for NGS or microarray data, but it is also capable of assigning correct organ predictions to datasets from specific parts of adult human organs, suggesting that each organ's transcriptional basic wiring or barcode identified by KeyGenes from the fetal set remains stable until adulthood, at least with respect to the 18 main adult organs analyzed. The intersection of the fetal classifier genes obtained for each of the four predictions ("fetal from fetal" and "adult from fetal") resulted in 71 common genes, suggesting that these may be the most relevant genes (represented as well on the microarray platform) to characterize the basic wiring of both human fetal and adult organs (Figure 3E; Table S2).

### Monitoring Differentiation Efficiency from hPSCs with KeyGenes

One challenging issue in stem cell research is still how to reliably determine the identity and extent of differentiation of stem cells toward a specific cell or tissue type. To determine whether KeyGenes was suitable for this purpose, we used it on multiple NGS datasets that represented hPSCs differentiated to four different tissue/cell types. We adapted both the fetal training set and calculated the top 500 most variably expressed genes, excluding the extraembryonic fetal tissues and the maternal endometrium (Figure 4A; Table S3).

First, we generated atrial-like and ventricular-like cardiomyocytes (Figure S4A) from an NKX2.5:GFP human embryonic stem cell (hESC) reporter line (Elliott et al., 2011) and assessed their signature with KeyGenes. Cardiac differentiation of hESCs resulted predominantly in GFP-positive cells with ventricular-like identity, while exogenous treatment with retinoic acid (RA) during differentiation resulted in GFP-positive cells with an atrial-like identity, as shown by the upregulation of atrial markers (*COUP-TFII*) and downregulation of ventricular markers (*MYL3*) much like the atria and ventricles of the fetal heart (Figure 4B; Devalla et al., 2015). Furthermore, atrial identity of RA-treated cardiomyocytes also was demonstrated at the protein level by co-expression of the atrial marker COUP-TFII and GFP (Figure 4C). Using KeyGenes, the control NKX2.5:GFP-positive hESC cardiomyocytes showed a high identity score with heart ventricle (Figure 4D), while, in the RA-treated group, NKX2.5:GFP-positive hESC cardiomyocytes increased their identity score for "heart atrium" (from 0.06 to 0.15),

although these cells were still predicted to be "heart ventricle" but with a lower identity score (reduced from 0.75 to 0.40) (Table S3). Interestingly, in the fetal barcode matrix, RA-treated NKX2.5:GFP-positive hESC cardiomyocytes showed similar *MYL3* expression levels as atrial cardiomyocytes, but lacked expression of *NPPA-AS1* (Figures 4B and S5).

Next, we used a dataset from LGR5:GFP reporter hESCs that were first induced to form teratomas in mice (Forster et al., 2014; Figure S4B); from the teratomas, "adult intestinal stem cell"-like cells were sorted via fluorescence-activated cell sorting (FACS) on the basis of GFP fluorescence intensity, and then induced to form organoids resembling intestinal tissue before being differentiated further. We analyzed the NGS data from different time points during the differentiation. Using our fetal dataset as training set, nine of ten organoids (organoids and differentiated organoids) were classified as "intestine" with a mean identity score 0.85 (Figure 4E; Table S3). We also included the NGS data of undifferentiated hESCs in the analysis and, interestingly, the highest identity score was for "brain," suggesting that this ectodermal tissue during fetal development remains relatively immature. Furthermore, KeyGenes detected a large difference between different organoids, but not a large difference in maturation levels between the organoids and their differentiated counterparts, underscoring the ability of KeyGenes to monitor differentiation and indicate developmental stage equivalents.

### Assigning Developmental Stages to Differentiated hPSC Derivatives with KeyGenes

To examine the broader applicability of KeyGenes in assigning developmental stages to differentiated hPSC derivatives, we analyzed NGS data from dopaminergic neurons derived by the differentiation of human induced pluripotent stem cells (hiPSCs) from old (82 years) and young (11 years) donors (Miller et al., 2013). These dopaminergic neurons were then either transfected with GFP-progerin, a protein involved in premature aging, or nuclear GFP as control (Figure S4C). These aged neurons are regarded as being possibly useful as a platform to investigate late-onset diseases such as Parkinson's disease. All seven samples analyzed were classified as "brain" with a mean score of 0.47 (Figure 5A; Table S3). KeyGenes confirmed that the aging of the neurons by progerin had a clear impact on differentiation, always assigning a higher identity score for "brain" to progerin-transfected neurons (mean score of

(E) Mean Pearson correlation coefficient ( $\pm$ SD) between samples of the same organ based on the expression levels of the 500 most variably expressed genes (top 500 fetal) or the 90 fetal classifier genes. The mean correlation coefficient was higher using the 90 fetal classifier genes, both when the trimester was taken into account (1T + 2T) and when samples were considered regardless of the trimester (all). Abbreviations are as given in Figure 1.

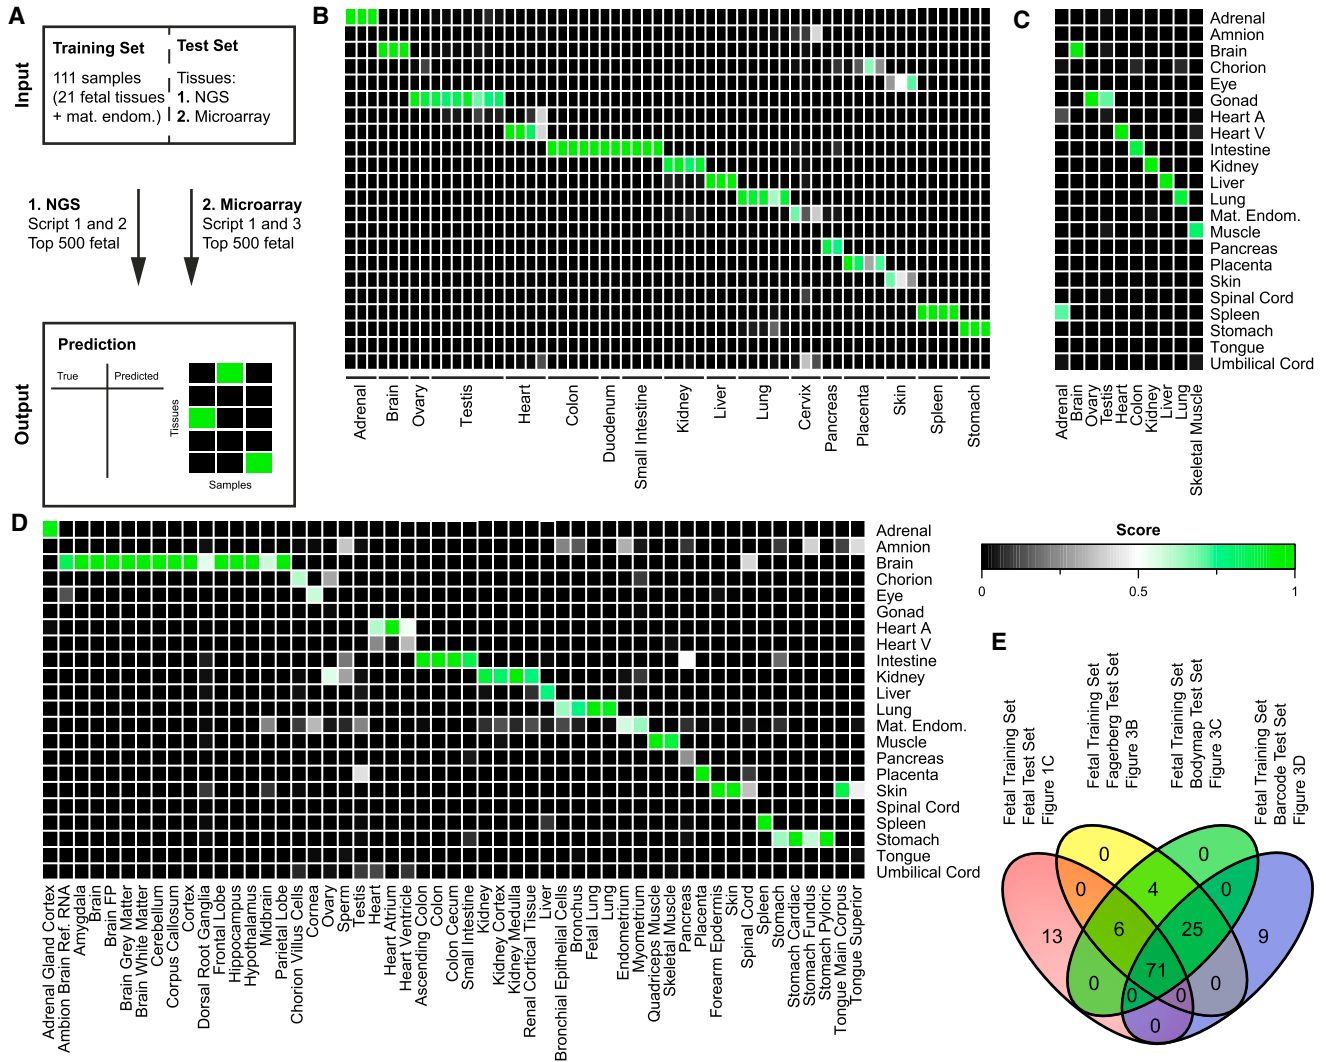

### Figure 3. KeyGenes Classifies Human Adult Organs and Tissues Based on the Fetal Transcriptome

(A) KeyGenes was applied to human adult NGS and microarray datasets (test sets) using the fetal dataset as training set. (1) For NGS-derived count data, KeyGenes searches for the best classifier genes out of the 500 most variable genes of the fetal dataset (Top 500 fetal). (2) For microarray-derived data, KeyGenes searches for the best classifier genes out of the Top 500 fetal and applies a scaling step to a broad panel of housekeeper genes (Eisenberg and Levanon, 2013).

(B–D) Identity scores of 17 human adult organ/tissue samples from an NGS dataset (Fagerberg et al., 2014) (B), of ten human adult organ/tissue samples from the NGS dataset from the Illumina Body Map 2.0 (C), and of 53 human adult organ/tissue samples from the microarray dataset in Gene Expression Barcode 3.0 (McCall et al., 2014) (D). The rows represent the 22 organs/tissues from the fetal training set and the columns depict the samples in the test set. The identity scores range from zero (black) to one (green). The values of all identity scores are given in Table S3.

(E) Venn diagram shows the intersection of the classifier fetal genes used by KeyGenes to identify/predict the different test sets (fetal NGS test set in [Figure 1C](#); adult NGS test set in (B) [[Fagerberg et al., 2014](#)]; adult NGS test set from the Illumina Body Map 2.0 in (C); and adult microarray test set from the Gene Expression Barcode 3.0 in (D) [[McCall et al., 2014](#)]). The 71 common fetal classifier genes are depicted in [Table S2](#). Abbreviations are as given in [Figure 1](#).

0.57) than to controls (mean score of 0.35) (Figure 5A; Table S3). When the fetal training set was divided into first and second trimesters (Figure 5B) with the corresponding top 500 most variably expressed genes, we observed that the

samples had higher identity scores with first trimester “brain” tissue than with second trimester “brain” tissue. Moreover, using adult samples in the training set resulted in lower identity scores (Figure 5C) than when either the

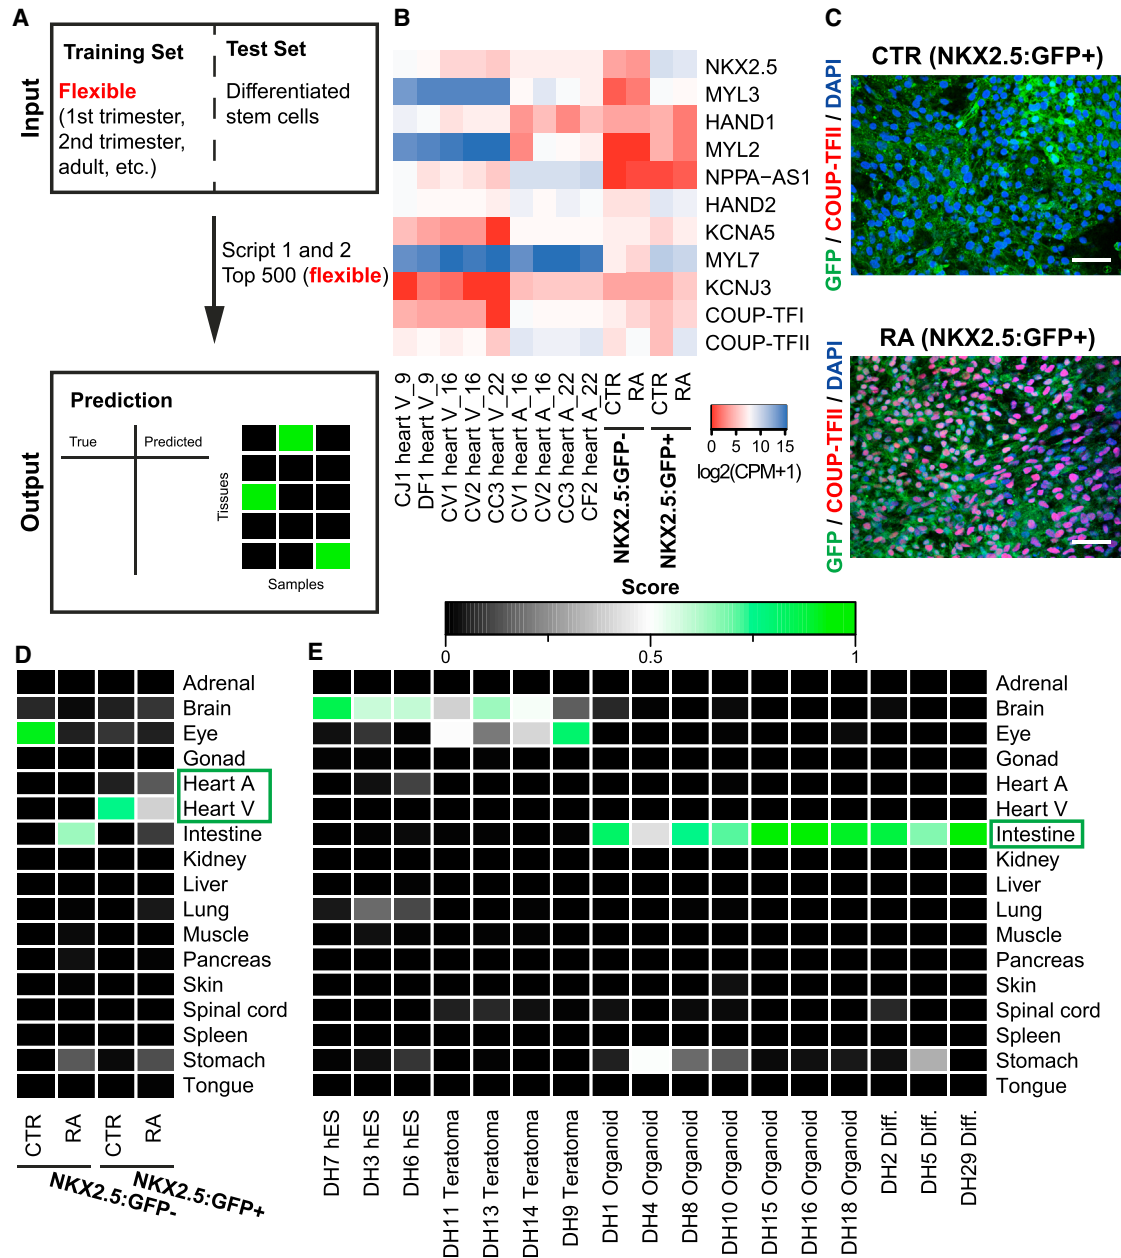

**Figure 4. KeyGenes to Monitor hPSC Differentiation**

(A) KeyGenes was applied to NGS datasets from differentiated derivatives of hPSCs (test set) using flexible training sets. The selection of the classifier genes is based on the 500 most variable genes across a given dataset and can be modified.

(B) Heatmap visualizes the binary logarithm of the expression levels (CPM) of selected atrial and ventricular marker genes in the human fetal heart atrium (A) and ventricle (V) samples and in the control (CTR) and RA-differentiated NKX2.5:GFP-positive and -negative cells. (C) Immunofluorescence shows COUP-TFII in the CTR and RA-differentiated NKX2.5:GFP-positive subpopulation. Scale bar, 40  $\mu$ m.

(D and E) Identity scores of the CTR and RA-treated NKX2.5:GFP-positive and -negative cells (D) and of hESC samples, teratomas, intestinal organoids derived from hESCs, and organoids that have been differentiated further toward intestine (diff.) (Forster et al., 2014) (E). The fetal dataset was used as training set excluding the extraembryonic tissues and the maternal endometrium samples. The selection of the classifier genes is based on the 500 most variable genes of the embryonic training set without extraembryonic and maternal endometrium samples (top 500 fetal w/o). The rows represent the 17 organs/tissues from the fetal training set and the columns depict the samples in the test set. The identity scores range from zero (black) to one (green). The values of all identity scores are given in Table S3. Abbreviations are as given in Figure 1.

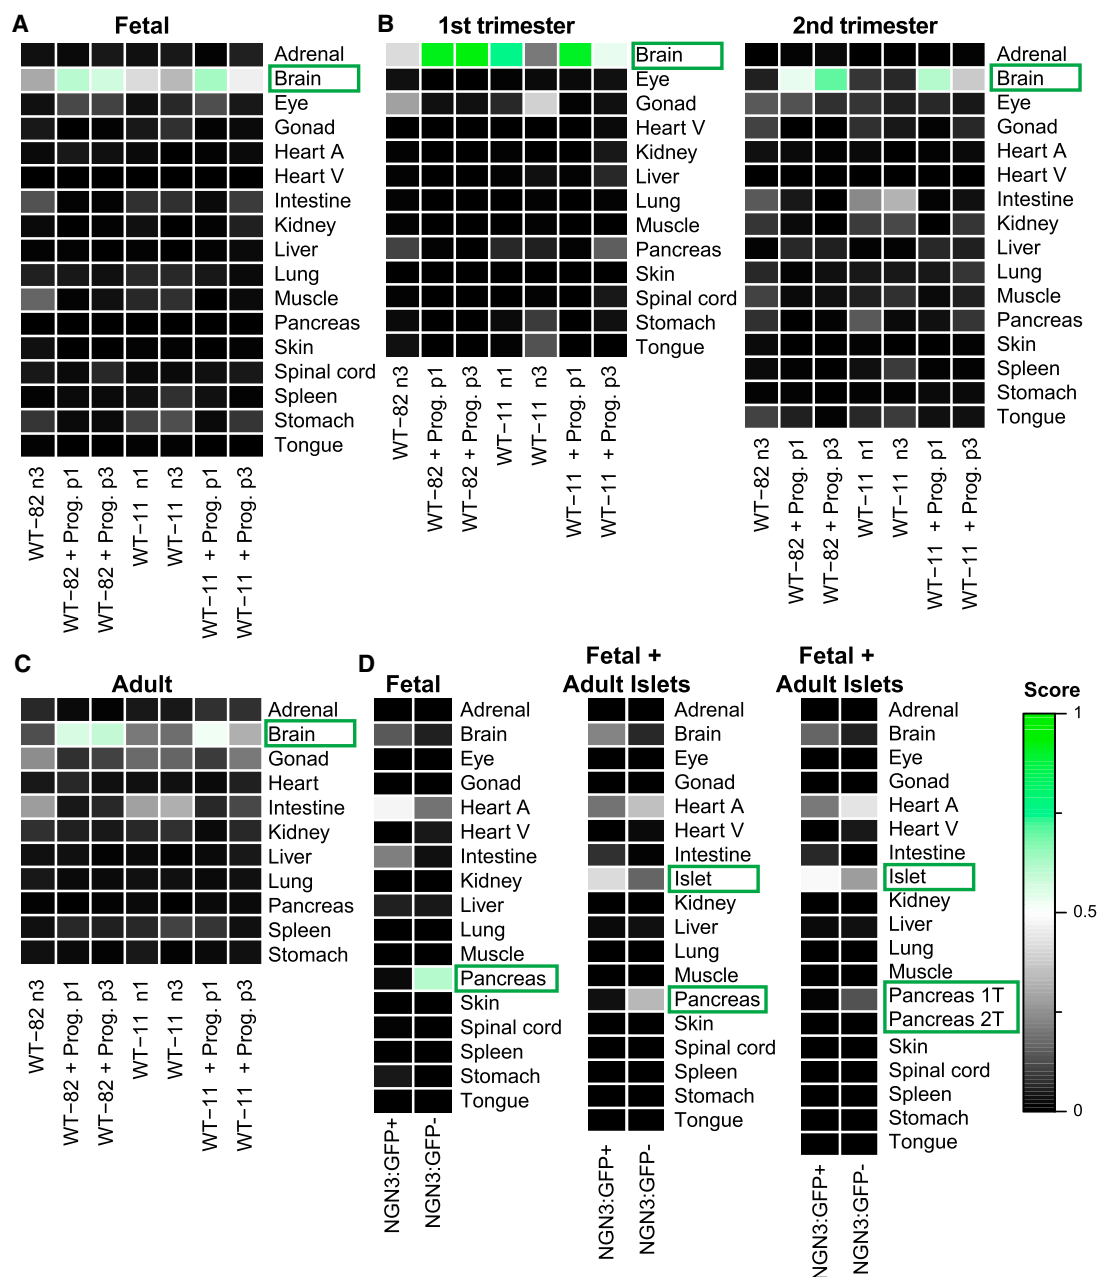

**Figure 5. KeyGenes Can Be Modified to Assign Developmental Stages**

(A–C) Identity scores of dopaminergic neurons derived from two different hiPSC lines, WT-82 and WT-11 (Miller et al., 2013). The dopaminergic neurons were further differentiated by transfection with progerin-GFP (prog.) or nuclear GFP as a control. As training set, KeyGenes used either the whole fetal dataset excluding the extraembryonic tissues and the maternal endometrium samples (A), only the first trimester or second trimester samples excluding the extraembryonic tissues and the maternal endometrium samples (B), or the adult NGS datasets (Fagerberg et al., 2014; Illumina Bodymap) (C) with the corresponding 500 most variable genes (top 500 fetal w/o, top 500 fetal w/o 1T, top 500 fetal w/o 2T, and top 500 adult).

(D) Identity scores of NGN3:GFP-positive and NGN3:GFP-negative cells derived from hESCs (Liu et al., 2014). The fetal training set excluding the extraembryonic tissues and the maternal endometrium samples was expanded by an NGS dataset consisting of five human adult islet of Langerhans samples (Cnop et al., 2014). The 500 most variable genes of the embryonic training set without extraembryonic and maternal endometrium samples (top 500 fetal w/o) were used. The rows represent the organs/tissues from the different training sets and the columns depict the samples in the test set. The identity scores range from zero (black) to one (green). The values of all identity scores are given in Table S3. Abbreviations are as given in Figure 1.

How the deposited data were processed for this re-analysis (not part of the article)

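The re-analysis covered RNA sequencing of 4 sorted populations of NKX2.5:GFP hESC cultures at the end of cardiac differentiation, RA-treated and control, each GFP-positive and GFP-negative, with 1 library per condition. The fetal libraries and the other hPSC derivatives of the paper were not analysed here, and KeyGenes was not refitted.

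The authors trimmed the paired reads with SICKLE 1.33, aligned them with GSNAP to a custom hg19 genome and sorted them with SAMTOOLS 0.1.18. Only uniquely aligned reads were kept. The authors counted reads per Ensembl gene with HTSeq-count 0.6.1p1 in the intersection-nonempty mode without strand, and the deposited values are these counts, with no normalization. The Ensembl release and the changes made to hg19 are not given in the sources used here. Reads that align equally well to several places were left out, so that genes with near-identical copies or pseudogenes, such as POU5F1, NANOG, MYH6 and MYH7, and ACTC1 and ACTA2, can be undercounted. Counting without strand leaves out reads on exon bases that genes of both strands share, so that NPPA and NPPA-AS1 are uncertain.

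Gene names were matched by Ensembl identifier, and coordinates are those of the GENCODE annotation lifted to GRCh37. NPPA-AS1 took its name from Table S2 and has no coordinates here. Of the listed marker genes, GJA5 and PECAM1 were not analysed here.

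Counts were scaled to CPM with TMM factors of the 4 libraries from edgeR 4.0.16 in R 4.3.3; the authors used TMM in edgeR 3.2.4. The factors were 0.951 for RA-treated GFP-positive cells, 0.979 for RA-treated GFP-negative cells, 1.00 for control GFP-positive cells and 1.07 for control GFP-negative cells. Between 18102 and 24550 genes had at least 4 reads per library. Mitochondrial genes took 14.9% and 14.1% of the reads of the GFP-positive libraries and 5.56% and 7.48% of those of the GFP-negative libraries, RA first. MT-CO1 had the most reads in 3 libraries, followed by MT-RNR2 and then MT-ND4 in both GFP-positive libraries, where MT-ND1 and MT-CO3 came next. In RA-treated GFP-negative cells COL3A1 had the most, followed by COL1A1, MT-CO1, COL1A2 and FN1.

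Each RA library was compared with the control library of its own fraction as a difference of log2(CPM + 1), and each GFP-positive library with the GFP-negative library of its own treatment. No test between conditions was made, as each has 1 library; a model with treatment and fraction as additive terms was not fitted. Ratios carry Clopper-Pearson intervals and CPM exact Poisson intervals at the 95% level. Amplified reads are not independent molecules, and these intervals and the floor of 3 reads cover counting error only. A gene list was summarised by the median over members with at least 4 reads in either library and by its percentile among 10000 random lists matched on mean expression in 10 bins. Genes with a difference of at least 2-fold were counted among those with at least 10 CPM in either library. Pearson and Spearman correlations of the differences in the GFP-positive and GFP-negative cells were taken across genes with at least 10 CPM in at least 1 library; genes are not independent replicates.

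The rule for the genes named was fixed before the data were examined: those of Figure 4B, the classifier genes of 6 organs chosen from the scores of Table S3, the 12 lists of markers, the 5 largest rises and falls in each fraction, and the 5 genes with the most reads per library. The rises and falls were ranked among genes with a name and at least 10 CPM in either library. Genes outside this rule are marked as chosen after their values were seen. The 12 lists were the Figure 4B markers, further atrial and ventricular markers, cardiomyocyte, RA response, epicardium, fibroblast and smooth muscle, endothelium, gut and liver endoderm, neural, neural crest and eye, pluripotency and proliferation genes.

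The alternatives were scaling by library size alone, by DESeq2 1.42.0 size factors, by upper quartile, by TMM factors of each pair of libraries and by library size without mitochondrial genes and the 10 most abundant genes, pseudocounts of 0.25 and 5 CPM, and thinning of all libraries to 4371101 reads. Other filters, thresholds and detection limits were tried for counts, lists and correlations. The procedure was tested on simulated data with 200 genes changed 4-fold in the comparison of GFP-positive libraries: all were recovered (100%), no unchanged gene among 10735 passed the threshold, and 95.2% of the intervals held the true ratio. For the GFP-negative libraries, 100% of the changed genes were recovered, none of the unchanged genes among 11238 was called, and 95.0% of the intervals held the true ratio. Simulated libraries with no RA difference gave a correlation between the fractions of 0.01 across 11342 genes. All simulated counts held Poisson noise only, with no difference between cultures. The 4-fold changes lay above the 2-fold threshold, so that near-full recovery followed by construction. These values check the calculation and say nothing on differences between real cultures. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.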

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

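The tests on carried-over GFP-negative cells, on the shallow control GFP-negative library and on undifferentiated cells were chosen only after the results they concern were seen, as was the alternative that sets genes without reads at the floor of 3 reads.

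MYL3, the ventricular marker named in the paper's conclusion, moved in opposite directions with RA in the sorted fractions. The log2 difference was -0.48 in GFP-positive cells and 1.21 in GFP-negative cells, and both intervals of the ratios excluded equal CPM. The difference between the fractions was not tested. The rise in GFP-negative cells rests on 97 reads with RA and 5 in the control, against 3826 and 5743 reads in GFP-positive cells. It kept its direction under all 8 alternatives, between 0.53 and 1.62. With every library thinned to the smallest it was 1.17, on too few reads to settle whether the shallow control GFP-negative library shaped it, so that depth and an RA effect cannot be told apart for this gene. An effect of RA on the makeup of the GFP-negative cells was not tested and stays open.

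Other genes also moved apart between the fractions, and the differences between the fractions were not tested. NR2F1 differed by 1.17 in GFP-positive and -0.74 in GFP-negative cells, RSPO2 by 0.51 and -0.94, and CLDN18 by -0.51 and 3.20. Each kept both directions under the 8 alternatives, although CLDN18 in GFP-positive cells came as near to 0 as -0.11 with thinned libraries. NR2F1 had at least 463 reads in each of the 4 libraries, so that counting error is small for it. CLDN18 and RSPO2 are classifier genes of stomach and of eye and skin, and a change in which cell types made up the GFP-negative population stays open as an untested biological explanation for both.

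Genes of gut and liver endoderm rose with RA in GFP-negative cells, with a median log2 difference of 3.45. The paper reports identity scores for this fraction, but does not discuss these genes. With every library thinned to the same number of reads, the median was 3.20, which argues against the shallow control library as the only source. Thinning matched the total reads and not the composition of the libraries. AFP, with 11921 reads against 14, was 156-fold higher (interval 92.8 to 285). The fall of the neural and eye genes in the same comparison shows that the change was not general. The values are consistent with RA, or the separate culture in which it was given, having turned part of the GFP-negative cells towards endoderm, which remains a hypothesis, since 1 culture per treatment does not separate RA from other differences between cultures.

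RA response genes had a median difference of 1.05 in GFP-negative cells, with 20 of 21 genes higher, and of 0.26 in GFP-positive cells, where 14 of 19 were higher, 12 of them under all 8 alternatives, and 3 of the 19 changed direction under an alternative (0.56 with genes lacking reads at their bound and no pseudocount). In GFP-negative cells, 8 of the genes lacked reads in the control, and with these at their bound and no pseudocount the median was 1.01. HOXA3 had 919 reads with RA and 0 in the control, at least 56.1-fold higher, and HOXA2 had 266 and 0, at least 16.2-fold higher. With thinned libraries the median was 1.07. The lists for RA response and for endoderm share no gene, but HOX and MEIS genes are also regional markers, so that a lasting response to RA and a change of cell types are not separated. No biological explanation was tested.

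Fibroblast and smooth muscle genes rose with RA in both fractions, with medians of 1.89 in GFP-positive and 1.13 in GFP-negative cells and 11 of 11 genes higher in each. One candidate explanation in GFP-positive cells is that GFP-negative cells were carried over in the sort. Carried over in proportion to their number, they would bring every abundant GFP-negative transcript at one common share, and the lowest ratio of GFP-positive to GFP-negative CPM with RA, 2.42% (interval 1.71 to 3.32) for CDH17 among 4399 genes with at least 50 CPM, would limit that share. CDX2 and CLDN5, under that level of CPM, had still lower ratios of 1.72% and 1.91%. The fibroblast and smooth muscle list had a median ratio of 23.0%, against 5.10% for the endoderm list, which argues against proportional carry-over as the whole source. Carry-over of stromal cells in particular, stromal transcripts made by GFP-positive cells, and a culture difference stay open. COL1A1 and COL3A1, the most abundant genes of the list, were at 3879 and 8758 CPM in RA-treated GFP-positive cells, and all 11 genes were above 5 CPM there.

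Pluripotency genes had a median difference of 1.45 in GFP-negative cells, with 6 of 6 genes higher. In GFP-positive cells the median was 0.79 over 5 genes, and 2.37 with no pseudocount. POU5F1 had 395 reads in RA-treated GFP-negative cells and 0 in the control, at least 24.1-fold higher. With POU5F1 and NANOG, the genes without reads in the control, at their bound and no pseudocount, the median was 1.58. If undifferentiated hESCs had remained in the RA culture, the other pluripotency genes would be abundant too. Of these 5 genes, 2 reached 10 CPM in the RA-treated GFP-negative library (LIN28A with 276 reads and DPPA4 with 539), while TDGF1 had 195 reads, ZFP42 201 and NANOG 25. DPPA4 was at 11.9 CPM in the control as well. Undifferentiated hESCs and another source of these transcripts cannot be told apart on these counts, and pseudogenes of POU5F1 and NANOG add to the uncertainty.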

How the results depend on the processing

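The alternatives for genes outside Figure 4B, for the CPM of the classifier genes, and the setting with genes without reads at the floor of 3 reads were chosen only after the data were seen; the others were fixed before the data were examined. No comparison paired by replicate was made, as each condition has 1 library.

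NR2F2 and MYL3 kept their directions in GFP-positive cells under all 8 alternatives, between 4.08 and 4.34 and between -0.56 and -0.47. The values outside counting error were 4.08 for NR2F2 with a pseudocount of 5 CPM, which by construction compresses differences of low values, and -0.56 for MYL3 with library size alone. Of 3264 values of named genes under the alternatives, 2925 stayed within counting error of the reported one, 337 lay outside it and 2 reversed. Values of genes without reads in a library of the pair could not lie outside, as they had no finite interval. The count of 2925 is therefore an upper limit. Only genes whose ratio had an interval excluding equal CPM are counted as reversed. With the others included, the sign changed in 42 of the 3264 values, over 19 pairs of gene and comparison. Of the genes that reversed, MYH6 in GFP-positive cells changed from 0.06 to -0.00978 with library size alone, and CYP26B1 from 0.56 to -0.32 with thinned libraries; the cause was not tested.

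Library size alone lowered the median difference of all genes by a shift of -0.13 in GFP-negative cells, and so did library size without mitochondrial and top genes (-0.13). The counts of 2-fold genes in GFP-negative cells changed their balance with it. TMM gave 574 higher and 369 lower genes (60.9% higher), library size alone 448 and 512 (46.7%), upper quartile 470 and 444 (51.4%), and library size without mitochondrial and top genes 498 and 561 (47.0%). The balance of higher and lower genes in these cells is therefore not settled by the data. In GFP-positive cells the share of higher genes stayed between 66.2% and 76.8% under the 8 alternative scalings, pseudocounts and depths.

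Without a filter on low counts, or with a filter at 1 CPM, the counts of 2-fold genes were 889 higher and 371 lower in GFP-positive cells and 1620 and 1418 in GFP-negative cells; the settings coincide because a difference of 2-fold with a pseudocount of 1 CPM requires at least 1 CPM. At a 4-fold threshold they were 142 and 19, and 151 and 58. With a pseudocount of 5 CPM, 112 genes were lower in GFP-positive and 208 in GFP-negative cells. The stricter threshold and the larger pseudocount reduce these counts by construction.

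The median of the further atrial genes was 0.69 with library size alone, 1.48 with a pseudocount of 0.25 CPM, 1.05 with thinned libraries, 1.11 over members with at least 10 CPM and 1.48 with no pseudocount. That of the ventricular genes was -1.03 with thinned libraries and -1.67 over members with at least 10 CPM. In GFP-negative cells, the median of the endoderm genes was 4.35 with a pseudocount of 0.25 CPM, 2.09 with 5 CPM and 4.23 with no pseudocount, and that of the neural and eye genes -2.54, -1.30 and -2.63. Each of these medians kept its sign under all 11 alternatives. Smaller pseudocounts compress low values less, and the cause of the other changes was not tested.

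The correlation between fractions was 0.235 (Pearson) and 0.190 (Spearman) across genes with at least 1 CPM, and 0.441 and 0.344 with at least 100 CPM. Pearson's r was 0.305 without mitochondrial and top genes in the library size, 0.347 and 0.285 with pseudocounts of 0.25 and 5 CPM, and 0.283 with thinned libraries, where rho was 0.212. Counting noise in genes with few reads lowers such a correlation, but the cause of each change was not tested.

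Depth limits the classifier genes that can be detected. With every library thinned to the smallest, 33 of 89 were detected in RA-treated and 32 in control GFP-positive cells, in place of 58 and 52. In control GFP-negative cells, a gene under 0.639 CPM cannot be told from one without expression.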

Differences from the paper's values

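No test was chosen after the results to close a difference from the paper. The paper states 90 fetal classifier genes, of which 89 were found among the counted genes, and no other number of the paper was set beside a value computed here, since the identity scores were not recomputed.

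For the fetal barcode matrix, whose color scale starts at 50 CPM in Figure 2A, the paper describes RA-treated GFP-positive cells as lacking NPPA-AS1. For this the paper cites Figures 4B and S5, and Figure S5 was not examined here. The 1.05 CPM found for NPPA-AS1 in that library lies below the color scale of Figure 2A. Its 28 reads lie above the paper's detection limit of 4 reads. Whether the value differs from the paper's description is therefore not decided here. The paper's directions for COUP-TFII and MYL3 in GFP-positive cells are the ones found here, at 4.26 and -0.48.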

Other observations

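The tests on the sort with carried-over GFP-negative cells, on chromosomes and on NPPA-AS1 were chosen only after the results were seen. Those on carried-over GFP-positive cells were written before. A test for NPPA-AS1 below the detection limit had also been written before. Its premise was not met, with 28 reads in RA-treated and 21 in control GFP-positive cells, and it was reworded for low counts. The thresholds of all these tests were also set after values had been seen.

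With RA, 463 genes were at least 2-fold higher and 187 at least 2-fold lower in GFP-positive cells, out of 11186 genes. In GFP-negative cells the counts were 574 and 369 out of 11606, with a balance that depends on the scaling. The largest rises and falls were ranked only among those genes that have a name. In GFP-positive cells the largest rises included MYH11 (4.73), SHOX2 (4.35), STMN2 (4.27) and NR2F2, and the largest falls were GADL1 (-3.73), KCNQ5 (-3.04), HEY2, GRB14 (-2.84) and TNFRSF19 (-2.74). In GFP-negative cells the largest rises were AFP (6.87), APOA4 (6.34), ITIH2 (6.15), SPINK1 (6.07) and SERPINA1 (6.03), and the largest falls TYR (-4.00), FEZF2 (-3.85), DCT (-3.78), ZIC1 (-3.73) and CNTN2 (-3.68). Several rest on few reads in the control, such as 1 for ITIH2 and 2 for APOA4 and SPINK1.

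If GFP-negative cells carried over in proportion to their number accounted for the 5 largest rises in GFP-positive cells, each would have a ratio of GFP-positive to GFP-negative CPM near the limit of 2.42%. The lowest of the 5 was 58.4% for STMN2, and the ratios were 249% for NR2F2, 404% for MYH11 and 653% for SHOX2, which argues against that source for these genes. Carry-over of a single cell type, and a gain of expression in GFP-positive cells, stay open.

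Endoderm transcripts were present at low level in RA-treated GFP-positive cells, where the list had a median log2 difference of 0.89 against the control and 10 of 12 genes were higher, 9 of them under all 8 alternatives; with the 4 genes lacking reads in the control at their bound and no pseudocount it was 1.86. Over the 6 genes of the list with at least 10 CPM in RA-treated GFP-negative cells and under 1 CPM in control GFP-positive cells, the ratio of GFP-positive to GFP-negative CPM ran from 1.72% for CDX2 to 14.1% for FOXA1. The intervals of 3 of these 6 lay above that of CDX2. This test replaced an earlier one, after its result was known: the earlier one asked whether the lowest ratio among abundant genes, 2.42%, exceeded 1%, and had counted in favour of carry-over. The replacement applies the standard used for the cardiomyocyte genes, and it was read for each gene only after the ratios were known. GFP-negative cells carried over at one common share, in proportion to their number, therefore do not account for all transcripts of AFP (4.86%), VIL1 (5.34%) and FOXA1. CDX2, CDH17 and HNF4A had ratios up to 4.61% on 8, 39 and 22 reads. For these genes, carry-over at one common share and low expression in GFP-positive cells cannot be told apart. The intervals of CDH17 and HNF4A overlap that of CDX2, which has the lowest ratio and is itself the reference. The intervals cover counting error only, and carry-over of some endoderm cells more than others stays open for all 6.

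Cardiomyocyte transcripts were present in GFP-negative cells. With RA, the ratio of GFP-negative to GFP-positive CPM over 14 abundant cardiomyocyte genes ran from 0.715% (interval 0.601 to 0.844) for MYBPC3 to 86.9% for TPM1, with a median of 3.16%, and 13 of the 14 lay above MYBPC3 by more than counting error. In the control the range was 1.51% to 68.9%, with 13 again above MYBPC3. One common share of carried-over GFP-positive cells therefore does not account for all of these transcripts. TPM1 is also expressed outside cardiomyocytes. Cardiomyocytes with low GFP, or other muscle cells, stay open.

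RA differences were shared in part between the fractions. Across 12407 genes Pearson's r was 0.31 and Spearman's rho 0.24. Simulated libraries without an RA difference, with counting noise only and no culture difference, gave an r of 0.01. Of the 2-fold genes, 214 were higher in both fractions and 38 lower in both, while 21 were higher in GFP-positive and lower in GFP-negative cells and 16 the reverse. If GFP-positive cells carried over in the sort had caused this, genes higher in GFP-negative cells would not share the difference. Across the 5846 genes with higher CPM in GFP-negative cells r was 0.36, and across 672 genes at least 4-fold higher there it was 0.54, against 0.20 across 372 genes at least 4-fold higher in GFP-positive cells. This argues against carried-over GFP-positive cells as the source. A shared effect of RA, a shared culture difference, and GFP-negative cells in the GFP-positive fraction stay open.

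A chromosome gained or lost in 1 of the cultures could move many genes at once. The largest distance of any chromosome's median log2 difference from that of all genes was 0.10, against 0.58 for 3 copies in place of 2, which argues against a whole chromosome changed in most cells of a culture. A change in a part of a chromosome or in a minority of cells was not examined.

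The low counts of NPPA-AS1 could stem from reads dropped because strand was not used. The annotation here is not the one used for counting and holds no exons of NPPA-AS1, so the overlap of this gene was not measured. Of the exon bases of NPPA, 25.5% are also covered by exons of CLCN6 on the opposite strand. Low expression and lost reads cannot be told apart for this gene without its exons or stranded counts.

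The other lists gave these values for RA minus control. Proliferation genes had a median of 0.94 in GFP-positive cells (8 of 8 higher) and 0.50 in GFP-negative cells (8 of 8 higher, 1 of them changing direction under an alternative). Endothelium genes had medians of 0.44 and 0.40 over 7 genes, and 0.58 and 0.42 with genes lacking reads at their bound and no pseudocount. Epicardium genes had medians of 0.02 in GFP-positive and -0.69 in GFP-negative cells. In GFP-positive cells the list was split, with 4 genes higher and 4 lower, from 1.94 for ALDH1A2 to -1.70 for WT1. In GFP-negative cells 7 of 8 were lower. Neural, neural crest and eye genes in GFP-positive cells had a median of -0.12, or -0.32 by the latter measure. Cardiomyocyte genes in GFP-negative cells had a median of -0.93, and atrial and ventricular genes 0.02 and -0.48.

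Some genes drew attention after their values were seen. ISL1 rose by 3.23 in GFP-positive cells (2077 and 211 reads) and VSNL1 by 2.93 (645 and 66 reads), alongside SHOX2, whereas HCN4 changed by 0.21 and TBX3 fell by 1.06. At an imprinted locus on chromosome 14, DLK1 rose by 2.14 in GFP-positive and 1.25 in GFP-negative cells and RTL1 by 3.94 and 2.81, while MEG3 had 8 and 50 reads with RA and 0 and 1 in the control. MEG9, at the same locus, rose by 0.61 in GFP-positive cells (47 and 23 reads) and fell by 1.07 in GFP-negative cells (31 and 17 reads), and MEG8 had 5 reads in RA-treated GFP-negative cells and 0 in the other libraries. PEG3, another imprinted gene, had at most 2 reads in any library. No explanation was tested for these genes.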
